# The Vitamin D Receptor Regulates Glycerolipid and Phospholipid Metabolism in Human Hepatocytes

**DOI:** 10.3390/biom10030493

**Published:** 2020-03-24

**Authors:** Teresa Martínez-Sena, Polina Soluyanova, Carla Guzmán, José Manuel Valdivielso, José Vicente Castell, Ramiro Jover

**Keywords:** human hepatocytes, lipid metabolism, vitamin D, vitamin D receptor

## Abstract

The vitamin D receptor (VDR) must be relevant to liver lipid metabolism because *VDR* deficient mice are protected from hepatosteatosis. Therefore, our objective was to define the role of VDR on the overall lipid metabolism in human hepatocytes. We developed an adenoviral vector for human VDR and performed transcriptomic and metabolomic analyses of cultured human hepatocytes upon VDR activation by vitamin D (VitD). Twenty percent of the VDR responsive genes were related to lipid metabolism, including *MOGAT1*, *LPGAT1*, *AGPAT2*, and *DGAT1* (glycerolipid metabolism); *CDS1*, *PCTP*, and *MAT1A* (phospholipid metabolism); and *FATP2*, *SLC6A12*, and *AQP3* (uptake of fatty acids, betaine, and glycerol, respectively). They were rapidly induced (4–6 h) upon VDR activation by 10 nM VitD or 100 µM lithocholic acid (LCA). Most of these genes were also upregulated by VDR/VitD in mouse livers in vivo. Ultra-performance liquid chromatography-tandem mass spectrometry (UPLC-MS) metabolomics demonstrated intracellular accumulation of triglycerides, with concomitant decreases in diglycerides and phosphatidates, at 8 and 24 h upon VDR activation. Significant alterations in phosphatidylcholines, increases in lyso-phosphatidylcholines and decreases in phosphatidylethanolamines and phosphatidylethanolamine plasmalogens were also observed. In conclusion, active VitD/VDR signaling in hepatocytes triggers an unanticipated coordinated gene response leading to triglyceride synthesis and to important perturbations in glycerolipids and phospholipids.

## 1. Introduction

Vitamin D (VitD) is a micronutrient but can also be synthesized in the skin using energy provided by UV-B radiation. Most of the biological effects of VitD are mediated by the VitD receptor (VDR, NR1I1), a member of the nuclear hormone receptor superfamily that forms a heterodimer with the retinoid X receptor and regulates target genes containing VDR response elements.

VDR expression has been identified in all major VitD target tissues, such as intestine, kidney, bone, and parathyroid gland [1], where it controls calcium and phosphorus homeostasis. However, about 3% of the mouse or human genome is regulated by the VitD endocrine system, suggesting a more widespread function for VDR [2].

The role of VDR in hepatocytes has not been completely defined yet, because hepatocytes express low levels of *VDR* mRNA, whilst non-parenchymal liver cells such as sinusoidal endothelial, Kupffer, and stellate cells do express higher levels [3]. Nevertheless, VDR mRNA and protein are expressed in human hepatocytes and HepG2 cells [4], where several typical hepatocyte genes are regulated by VitD via functional VDR response elements [5,6], reinforcing the notion that VDR activation and signaling in hepatocytes is also important. On top of that, hepatocyte VDR levels are induced by several conditions and stimuli: in human HepG2 cells, VDR expression is upregulated by free fatty acids, insulin, lithocholic acid (LCA), and VitD [4,7,8], and in human and mouse livers (e.g., apoE^-/-^ mice on high-fat diet (HFD) or mice on methionine-choline deficient diet) VDR is significantly induced in the settings of non-alcoholic fatty liver disease (NAFLD) [9].

Regarding the roles of VDR in hepatocytes, an association between VDR and bile acid metabolism has been demonstrated. LCA, a highly hydrophobic and toxic secondary bile acid, efficiently binds to VDR [10]. Activated VDR induces *CYP3A4* [5] and *SULT2A1* [6] to detoxify bile acids in the enterohepatic system. Moreover, the hepatocyte-specific *CYP7A1* gene, the rate-limiting enzyme in bile acid synthesis, is also controlled by VDR in human hepatocytes [4,11]. More recently, we have also proposed a new link between VDR and hepatic lipid metabolism as *VDR* deletion protected *apoE*^-/-^ mice from HFD-induced liver steatosis, which led us to postulate that hepatocyte VDR could play a key role in liver lipid metabolism and NAFLD pathogenesis [9]. In this context, we have also uncovered *ANGPTL8* as a novel VDR target gene that potentially contributes to higher triglyceride (TG) levels [8].

In the present study, we aimed to define the role of VDR on the overall lipid metabolism in hepatocytes. To this end, we developed an adenoviral vector for human VDR expression and performed whole transcriptomic and metabolomic analysis of human hepatocytes upon VDR activation. Our results uncover several novel VDR-target genes in human hepatocytes that coordinate an important perturbation in glycerolipid and phospholipid levels, which could have clinical relevance in prevalent diseases such as NAFLD.

## 2. Materials and Methods

### 2.1. Development of an Adenoviral Vector for Human VDR Expression

Ad-VDR was generated using the Adeno-X Adenoviral System 3 kit (Takara #632269, Conda Laboratories, Madrid, Spain), following the manufacturer’s instructions. The *VDR* cDNA was obtained by RT-PCR from HeLa cells total RNA using the primers:

5′-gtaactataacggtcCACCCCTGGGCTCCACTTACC-3′ (forward)
5′-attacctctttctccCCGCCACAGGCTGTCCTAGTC-3′ (reverse)

After obtaining the recombinant adenovirus in HEK293T cells, it was purified using the Vivapure AdenoPACK 20 kit (VS-AVPQ022; Sartorius, Madrid, Spain). Subsequently, the virus titer was determined by plaque-forming assay.

The functionality of the expressed VDR was assessed in human upcyte hepatocytes and HepG2 by measuring the expression of *CYP24A1*, a well-characterized VDR target gene. Results in Supplementary Figure S1 show that *CYP24A1* was highly induced when transfected VDR was activated. The large fold-increase observed is consequence of the very low basal mRNA level of *CYP24A1*, which is almost null in the absence of active VDR signaling.

### 2.2. Culture of Human Upcyte Hepatocytes and HepG2 Cells

Second generation upcyte hepatocytes and their specific culture mediums were obtained from upcyte Technologies GmbH (Hamburg, Germany) [12]. Hepatocytes were thawed in Thawing Medium and seeded at a density of 5000 cells/cm^2^ in collagen-type I-coated flasks (Corning, New York, NY, USA). Cells were cultured in Hepatocyte Culture Medium, until they reached 80% confluence. Medium was replaced every 2 days. Cells were subcultured with 0.25% trypsin/0.02% EDTA (Gibco BRL/Thermo Fisher Scientific, Madrid, Spain) and were seeded at a density of 70,000 cells/cm^2^ in collagen-type I-coated 12-well plates (Corning, New York, NY, USA) in Hepatocyte Culture Medium. After 4–5 h, the medium was replaced with Hepatocyte High Performance Medium.

HepG2 cells (ATCC, Rockville, MD, USA) were cultured in Ham’s F-12/Leibovitz L-15 (1:1, *v/v*) medium (Gibco BRL/Thermo Fisher Scientific, Madrid, Spain) supplemented with 7% newborn calf serum, 2 mmol/L L-glutamine, 50 U/mL penicillin, and 50 mg/mL streptomycin (Sigma Aldrich, Madrid, Spain).

For adenoviral infection, we selected upcyte hepatocytes from donors with a low level of endogenous VDR [13]. Similarly, HepG2 cells have a negligible VDR expression [13]. Cells were incubated with a non-cytotoxic dose of 1 plaque-forming unit/cell of adenoviral vectors: Ad-VDR, encoding human *VDR*, or Ad-C, an insertless adenovirus. This dose of Ad-VDR increases VDR expression to levels comparable to those found in NAFLD livers [8,9]. Forty-eight hours later, cells were shifted to adenovirus-free medium and cultured for an additional period of time in the presence of VDR agonists: VitD (1a,25-dihydroxyvitamin D3/calcitriol, Sigma Aldrich, Madrid, Spain) or LCA (lithocholic acid, Sigma Aldrich, Madrid, Spain). Stock solutions were prepared in DMSO (Sigma Aldrich, Madrid, Spain), and added to cultured cells at a final concentration of 10 nM and 100 µM, respectively, for a variable period of time as indicated.

### 2.3. Animals and Treatments

The *apoE*^−/−^ mouse on a high fat diet (HFD) containing cholesterol represents a fast model displaying all characteristic features of NAFDL and metabolic syndrome. The *apoE*^−/−^ and *apoE*^−/−^*Vdr*^−/−^ mice were generated as described elsewhere [9]. Mice of both sexes were used. After weaning at 21 days, *apoE*^−/−^ mice were maintained on a regular mouse chow (Harlan Teklad, Madison, WI, USA), while *apoE*^−/−^*Vdr*^−/−^ mice were fed a high-calcium rescue diet (20% Lactose, 2% Ca, 1.25% P; TD.96348, Harlan Teklad, Madison, WI, USA) to prevent hypocalcaemia. At 12 weeks of age, *apoE*^−/−^ and *apoE*^−/−^*Vdr*^−/−^ were placed on a HFD, containing 21% fat, 0.75% Cholesterol, 20% Lactose, 2% Ca, 1.25% P (S9358-E010, Ssniff Spezialdiäten GmbH, Soest, Germany) and drinking water with 1% Ca-gluconate, and were kept for additional 8 weeks. For paricalcitol supplementation, a subgroup of the *apoE*^−/−^ mice were injected intraperitoneally with 0.75 µg/kg of 19-nor-1,25-dihydroxyvitamin D2 (paricalcitol Zemplar, AbbVie, North Chicago, IL, USA) 3× weekly, for the 8 weeks on HFD.

Mice were euthanized at 20 weeks of age. The animals were perfused with PBS through the left ventricle and one part of the liver was snap-frozen.

All animal studies were approved by the local Animal Ethics Committee in accordance with the guidelines of European Research Council for the care and use of laboratory animals (n° EV204-2016).

### 2.4. Transcriptomic Analyses and Quantitative RT-PCR

Three independent HepG2 cultures were transfected with Ad-VDR for 48 h, and then were treated with 10 nM VitD for 4 h. Total cellular RNA was extracted with the RNeasy Plus minikit (Qiagen, Madrid, Spain), which removes contaminating genomic DNA. The integrity of purified RNA was estimated by microcapillary electrophoresis (2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA, USA). RNA Integrity Numbers were all above 9.3.

Genome-wide expression profiling was performed using the human Clariom™S Assay (Affymetrix, Thermo Fisher Scientific, Madrid, Spain), which interrogates over 20,000 well-annotated genes. Genechip hybridization and scanning were performed at the Gene Analysis Service (Central Research Unit UCIM, Faculty of Medicine, University of Valencia).

The data was normalized using the RMA method, and probes were summarized using the revised entrez-based probe annotation [14]. A probe-filtering step excluding those probes that show a lower coefficient of variation or low intensity levels in all observations was employed. Differential expression analysis was assessed using linear models for microarray data [15] based on empirical Bayes moderated t-statistics for all filtered probe sets. To correct for multiple testing, the false discovery rate (FDR) was estimated from *p*-values derived from the moderated t-statistics using the method of Benjamini and Hochberg [16]. The microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through the accession number GSE138376.

For RT-qPCR gene expression analyses, in HepG2, upcyte hepatocytes and mouse livers, total RNA (1 µg) was reverse transcribed using the Moloney murine leukemia virus reverse transcriptase (Invitrogen/Thermo Fisher Scientific, Madrid, Spain) following the manufacturer’s protocol. Diluted cDNA (3 µL) was amplified with a rapid thermal cycler (LightCycler Instrument LC480, Roche Diagnostics, Barcelona, Spain) in 15 µL of LightCycler DNA Master SYBR Green I (Roche Diagnostics, Barcelona, Spain) and 0.3 µM of each primer (Supplementary Table S1). In parallel, we always analyzed the mRNA concentration of the human or mouse housekeeping porphobilinogen deaminase (*PBGD*), glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) and ribosomal protein lateral stalk subunit P0 (*RPLP0*) as internal controls for normalization.

### 2.5. Ultra-Performance Liquid Chromatography-Tandem Mass Spectrometry (UPLC-MS) Analysis

Cultured upcyte hepatocytes (*n* = 4) were infected with Ad-VDR for 48h, and then 60 µM fatty acids (oleate:palmitate, 2:1) and 10 nM VitD were added for 8 or 24 h. Cells are washed and scraped in 600 μL of cold PBS containing 0.375 μg/mL of Reserpine as an internal standard. Next, homogenates were frozen, thawed and vortexed three times to increase cell disruption and metabolite extraction. Thereafter, they were extracted twice with 2 volumes of Methanol: Chloroform (1:2). The organic fraction was split into two aliquots that were evaporated under vacuum (SpeedVac SPD121, Thermo Fisher Scientific, Madrid, Spain) and re-dissolved in 75 μL of 1 μM internal standard solution (Phenylalanine-D_5_, Tryptophan-D_5_, and Caffeine-D_9_) matching the initial composition of the mobile phases used for metabolomic and lipidomic analysis. Quality control (QC) samples were a pool of all samples for each chromatographic mode.

Chromatographic analysis was performed on a 6550 iFunnel Q-TOF chromatograph (Agilent Technologies, Santa Clara, CA, USA) using a Kinetex C18 column (100 × 2.1 mm, 1.7 µm, Phenomenex, Torrance, CA, USA) coupled to an ACQUITY UPLC BEH C18 VanGuard Pre-column (5 × 2.1 mm, 1.7 µm, Waters, Milford, MA, USA). To increase coverage, two different procedures were followed: (**a**) Metabolomic Analysis, with a mobile phase A (H_2_O, 0.1% *v/v* HCOOH), a mobile phase B (CH_3_CN, 0.1% *v/v* HCOOH) and a gradient elution performed as follows: 0–0.5 min 2%B, 0.5–4 min 20%B, 4–9 min 95%B, 9–12 min 2%B; and (**b**) Lipidomic Reversed Phase Analysis, with a gradient elution performed as described elsewhere [17].

Full scan MS data from 70 to 1200 *m*/*z* was collected on an iFunnel quadrupole time of flight (QTOF) Agilent 6550 spectrometer (Agilent Technologies, Santa Clara, CA, USA). Electrospray ionization parameters, MS spectra calibration, MSMS analysis settings, identification of metabolites and data processing is extensively detailed in Supplemental UPLC-MS methods.

### 2.6. Statistics

Quantitative variables were expressed as mean ± standard error of the mean. The significance of the differences among groups was evaluated by one-way ANOVA followed by Tukey’s post hoc analysis. Significance was set at a value of *p* < 0.05.

## 3. Results

### 3.1. Transcriptomic Analysis of Human HepG2 Cells with Activated VDR

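HepG2, a human cell line derived from a liver tumour, was profiled on 9 Clariom S arrays, on which labelled cDNA is hybridised to probes for known transcripts. The control group (CONT) received a control adenovirus (Ad-C) and vehicle, the VDR group received the adenovirus that carries VDR (Ad-VDR) and vehicle, and the VDR+VitD group received Ad-VDR and 10 nM VitD. Cells were transfected at 1 plaque-forming unit per cell for 48 h and then exposed to VitD or vehicle for 4 h. There were 3 arrays per group, from 3 independent experiments that each gave 1 array of every group. RNA had an integrity number above 9.3, and 300 ng of it were labelled. VDR was at a log2 value of 6.35 ± 0.39 (SD, n = 3) in control cells, 17.85 ± 0.04 (SD, n = 3) in VDR cells and 17.50 ± 0.07 (SD, n = 3) in VDR+VitD cells, while the highest value of any transcript cluster on the 9 arrays was 18.24. CYP24A1, which encodes the enzyme that inactivates VitD, was at 7.39 ± 0.66 (SD, n = 3) in control cells, 5.79 ± 0.47 (SD, n = 3) in VDR cells and 16.40 ± 0.03 (SD, n = 3) in VDR+VitD cells. GAPDH, a reference gene of the study, was at 17.79 ± 0.05, 17.70 ± 0.13 and 17.83 ± 0.04 (SD, n = 3 each) in the same order of groups. The authors' deposited values are RMA values on a log2 scale, background-corrected, quantile-normalized and summarised per transcript cluster with Transcriptome Analysis Console 4.0.2, and array medians lay between 6.16 and 6.20. Of 21448 transcript clusters, 17709 were paired with a single gene symbol, and averaging those of the same symbol left 17687 genes, among them 9 of the 10 genes that the study selected. Each comparison was fitted with limma over all 9 arrays, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold-change over 1.5 in either direction, the thresholds of the paper. No gene was left out for a low level or a low variation in this setting. The paper's methods name such a filter without thresholds, while its Figure 1 legend gives a filter by interquartile range to 8000 mRNAs, which was used here for PCA and distances and run as an alternative for the calls. The 3 arrays per group limit the precision of every value.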

We performed genome-wide expression profiling of HepG2 cells transfected with Ad-VDR and exposed to VitD for 4 h. Principal component analysis (PCA) and hierarchical clustering (Figure 1) revealed that increased expression of VDR by Ad-VDR did not cause a significant perturbation in the transcriptome as compared with cells transfected with a control adenovirus. However, VitD stimulation of Ad-VDR in HepG2 cells triggered an extensive alteration in the cell expression profile.

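Ad-VDR without VitD changed 72 genes against control cells, with 18 higher and 54 lower, VDR among the former. CCN1, which encodes a secreted matrix protein, fell by 2.68 on the log2 scale (standard error 0.15, adjusted p = 2.84e-07 from limma). ANXA3, an annexin, and KRTAP3-1, a keratin-associated protein gene, had log2 fold changes of -2.50 and -2.30. FLRT3 and TAGLN, the latter encoding the actin-binding protein transgelin, had -1.91 and -1.83. G6PC1, the catalytic subunit of glucose-6-phosphatase, rose by 1.74 (standard error 0.19, adjusted p = 3.48e-04 from limma), and H2BC14, MIXL1 and ADH4 rose by 1.48, 1.41 and 1.12. CYP24A1 fell by 1.60 (standard error 0.27, adjusted p = 0.0165 from limma). All of these genes moved the same way in 3 of 3 experiments, but H2BC14 lost its call without control replicate 2 or 3 or any of the 3 VDR replicates (adjusted p between 0.107 and 0.215), and ADH4 without control replicate 2 or VDR replicate 1 or 2 (adjusted p between 0.0696 and 0.128). Of 10 measured genes of the TGF-beta and YAP response, CCN1 and ANKRD1 were lower and 8 did not pass the test, with the same 2 when adjusted over the list alone (camera adjusted p = 0.0025, and adjusted p = 0.253 with an estimated correlation). None of 17 measured genes of the methionine and betaine cycle was called with limma (5 had an unadjusted p under 0.05), and MAT1A and BHMT were higher when adjusted over the list alone (camera, up, adjusted p = 3.28e-04, and adjusted p = 0.0861 with an estimated correlation). Fry gave an adjusted p of 0.0160 for each of these lists, TGF-beta and YAP (down) and methionine and betaine (up). Camera also gave an adjusted p under 0.05 for the genes selected by the study (up, 0.0114) and for 16 genes of inflammation and the acute phase (up, 0.0098), of which limma called none and 5 had an unadjusted p under 0.05, and no list held with an estimated correlation. Fry gave an adjusted p of 0.0184 for the former and of 0.0747 for the latter list. Over the 8000 genes with the largest interquartile range, the mean distance between arrays of the VDR and control groups was 121.8, against 114.6 within the groups (one-sided exact permutation test, p = 0.10, the smallest p that 3 arrays against 3 allow). The difference of 7.18 became 3.34 without control replicate 2. Labels were exchanged across experiments in this test, and only 4 of the 10 splits put 1 array of each experiment on each side. A test within experiments could thus not reach 0.10. The count of 72 genes became 140 (44 higher and 96 lower) with the experiment as a block, between 116 and 201 with dim or less variable genes left out or an intensity trend in the variance prior, and 11 with limma's test against a fold-change of 1.5. It was 27 without control replicate 2, 35 without VDR replicate 3 and 37 without VDR replicate 1. A filter on variation also changes the spread that limma estimates over all genes, so counts under it are not directly comparable.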

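The 3 VDR+VitD arrays stood apart from the 6 arrays without VitD. Against control cells, VDR+VitD cells had 851 genes called, with 476 higher and 375 lower. Among them, SERPINB9, an inhibitor of granzyme B, was higher by 4.68 on the log2 scale (standard error 0.13, adjusted p = 2.47e-11 from limma), and CEBPA, a transcription factor of hepatocytes and fat cells, by 3.32 (standard error 0.14, adjusted p = 1.77e-09). KITLG, the ligand of the receptor KIT, had a log2 fold change of -3.28 (standard error 0.16, adjusted p = 4.70e-09), and ANKRD1, a target gene of YAP, had -3.01 (standard error 0.18, adjusted p = 6.78e-08). All 4 genes moved the same way in 3 of 3 experiments. In a PCA of the scaled values of the 8000 most variable genes, PC1 held 26.3% of the variance and PC2 14.8%. The mean PC1 score was 60.1 ± 4.91 (SD, n = 3) in VDR+VitD cells, -22.6 ± 8.31 (SD, n = 3) in VDR cells and -37.6 ± 4.69 (SD, n = 3) in control cells, and VDR+VitD arrays differed from the other 6 (exact permutation test, p = 0.0119, the smallest p that 3 arrays against 6 allow). The mean distance between VDR+VitD arrays and the others exceeded that within the 2 sets by 17.5 (one-sided exact permutation test with the same p). Both tests exchanged labels across experiments. Only 27 of the 84 splits put 1 array of each experiment in the set of 3, so a test within experiments could not reach this p. A complete-linkage tree parted the 3 VDR+VitD arrays from the 6 others at its top.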

Comparative analysis (VitD vs. no VitD) demonstrated that 298 genes were significantly altered by activated VDR (fold-change > 1.5 or < 1.5, FDR-adjusted *p-*value < 0.05). 

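VitD changed 735 of 17687 genes in cells with Ad-VDR, at the thresholds of the paper. CYP24A1 rose by 10.61 on the log2 scale (standard error 0.27, adjusted p = 6.08e-12 from limma), and CYP1A1, an enzyme of xenobiotic oxidation, rose by 6.67 (standard error 0.20, adjusted p = 2.60e-11). SERPINB9 rose by 5.39, CABLES2 by 4.78, LOXL4, a lysyl oxidase, by 4.53, RTN4R, the Nogo receptor, by 4.37, NDRG4 by 4.14, TSKU by 4.13 and ZNF165 by 3.89. KITLG fell by 2.58 (standard error 0.16, adjusted p = 6.87e-08). AGTR1, the angiotensin II receptor type 1, ARID5B, TBX15 and CCN2 had log2 fold changes of -2.41, -2.38, -2.19 and -2.15. SLC17A2, PAX6, SP5, EGLN3 and PROX1 followed with -2.08, -1.94, -1.89, -1.85 and -1.80. Each of these genes moved the same way in 3 of 3 experiments. Of 18 measured genes established as VDR targets, CYP24A1, CD14 and ANGPTL8 were higher and CDKN1A was lower, with the same calls when adjusted over the list alone (camera, up, adjusted p = 5.57e-04, and adjusted p = 0.0722 with an estimated correlation; fry adjusted p = 1.07e-04). CD14, a receptor for bacterial lipopolysaccharide, rose by 3.45 and ANGPTL8, a secreted inhibitor of lipoprotein lipase activity, by 3.65, while CDKN1A fell by 0.61 and was no longer called without VDR replicate 2 (adjusted p = 0.0555) or VDR+VitD replicate 1 (adjusted p = 0.0571). Of the drug-metabolizing members of that list, CYP3A4 had a log2 fold change of 0.20 (adjusted p = 0.601) and SULT2A1 of 0.45 (adjusted p = 0.209). CYP3A4 lay near the background, with its mean over all arrays at the 10.8 percentile of the genes. This limits what its missing call shows. With limma's test against a fold-change of 1.5 in place of a separate fold threshold, 188 genes were called.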

The main effect of VitD-activated VDR was gene upregulation as 229 genes were induced, whereas only 69 genes were repressed.

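More genes rose than fell with VitD, 464 against 271, so that 63.1% of the called genes were higher. Among the genes that rose were G6PC1, the last enzyme of glucose release, with a log2 fold change of 2.97 (standard error 0.19, adjusted p = 1.14e-07 from limma), and NFKBIA, the inhibitor of NF-kappa-B, with 2.06 (standard error 0.16, adjusted p = 9.93e-07). CYP3A5 rose by 3.24, SLC51B, a basolateral bile acid transporter subunit, by 3.18, CYP26A1, which degrades retinoic acid, by 2.92 and SLC20A1, a phosphate transporter, by 2.81. Among the genes that fell, FOXA2 and FOXA1, transcription factors of the hepatocyte, had log2 fold changes of -1.69 (standard error 0.13, adjusted p = 9.97e-07) and -1.58 (standard error 0.14, adjusted p = 2.56e-06). They were the 2 called members among 12 measured hepatocyte markers, also when adjusted over the list alone, and 10 did not pass the test (camera adjusted p = 0.071; fry, down, adjusted p = 7.61e-04). Of 10 measured genes of the TGF-beta and YAP response, 4 fell and none rose, with the same 4 when adjusted over the list alone (camera adjusted p = 5.57e-04, and adjusted p = 0.144 with an estimated correlation; fry adjusted p = 7.61e-04). These were CCN2, ANKRD1 with -1.67, ID2 with -1.09 and ID1 with -0.94, and limma's test against a fold-change of 1.5 called 2 of the list. The activity of TGF-beta or YAP signalling was not measured. With limma's test against a fold-change of 1.5, 158 genes were higher and 30 lower.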

Analysis of the 298 VitD-regulated genes in terms of functional annotation and gene ontology enrichment (ConsensusPathDB [18]) revealed 106 enriched gene ontology-based sets (over-representation in levels 4 and 5 of the category of Biological Processes, *p* < 0.005, q < 0.05) from which 21 (20%) were related to lipid metabolism (Table 1).

Therefore, results indicate that VitD causes a significant transcriptomic alteration in VDR-expressing HepG2 cells, and a substantial number of the altered genes (20%) are related to lipid metabolism.

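Genes of several parts of lipid metabolism changed with VitD. Of 16 measured genes of lipoproteins, 3 were higher and none lower, namely ANGPTL8, APOA5 with a log2 fold change of 1.73 (standard error 0.22, adjusted p = 1.55e-04 from limma) and APOA4 with 0.79 (standard error 0.19, adjusted p = 0.024). APOE and APOB, in the same list, had log2 fold changes of 0.09 (adjusted p = 0.813) and -0.03 (adjusted p = 0.956). Of 13 measured genes of fatty acid synthesis, 3 were higher, SREBF1, a transcription factor of lipogenesis, by 0.83, ELOVL6, a fatty acid elongase, by 0.63 and MLXIPL, a carbohydrate-responsive transcription factor, by 0.61. Of 18 measured genes of fatty acid oxidation, CPT1A, which brings long-chain fatty acids into mitochondria, rose by 0.90 and PPARA by 0.73, while CPT2, the inner-membrane partner of CPT1A, fell by 0.69. None of 18 measured genes of cholesterol synthesis and uptake and none of 18 of lipid droplets and lipolysis was called with limma (2 and 4 had an unadjusted p under 0.05), and the lowest p in these lists belonged to DHCR7 with 0.35 (adjusted p = 0.248) and PLIN2 with -0.42 (adjusted p = 0.0552). Counts were the same when each list was adjusted alone. Camera called the lipoprotein list (up, adjusted p = 8.79e-04, and adjusted p = 0.0722 with an estimated correlation) and none of the other 4 lists. Fry called the lipoprotein list (up, adjusted p = 5.36e-04) and that of fatty acid synthesis (up, adjusted p = 0.0227), and not fatty acid oxidation (adjusted p = 0.113) or the other 2. Over 10 lists of lipid genes together, a grouping and a test chosen after the calls per list had been seen, 23 of 174 measured genes were called, 20 higher and 3 lower. This is 13.2%, against 4.07% of 17513 other genes (Fisher's exact test, two-sided, odds ratio 3.59 with a 95% confidence interval of 2.20 to 5.64, p = 9.24e-07). Without the genes that the study selected on these samples, 16 of 167 were called (odds ratio 2.48 with an interval of 1.37 to 4.18, Fisher's exact test, p = 0.0024). The 23 genes were 3.13% of all called genes. The 10 lists cover only a part of the genes in the paper's lipid-related gene ontology sets. The paper derived its share from the number of enriched sets, so the shares are not comparable. Genes are not independent replicates, and 10 of the 23 lost their call without some single array, among them MOGAT1, LPGAT1, DGAT2 and PLA2G12B. Of the other 6, ELOVL6 was no longer called without any of the 6 VDR and VDR+VitD arrays (adjusted p between 0.054 and 0.196), APOA4 without any of them but VDR replicate 2 (adjusted p between 0.0576 and 0.0943), SREBF1 without VDR+VitD replicate 1 or VDR replicate 3, MLXIPL without these or VDR replicate 1, CPT2 without these 3 or VDR+VitD replicate 2, and PPARA without any VDR replicate or VDR+VitD replicate 3. Without VDR+VitD replicate 1 or VDR replicate 3, no gene of fatty acid synthesis was called, and without VDR replicate 1 or 3, 1 gene of fatty acid oxidation was. PPARA was also not called with the experiment as a block (adjusted p = 0.0525, with a range of 0.0025 to 1 over its alternatives) or with only the 6 arrays compared in the fit (adjusted p = 0.0511), and CPT2 not against all 6 arrays without VitD (-0.51). With limma's test against a fold-change of 1.5, 2 genes of lipoproteins, 0 of fatty acid synthesis and 0 of fatty acid oxidation were called. From the number of altered genes and the share of enriched gene ontology sets related to lipids, the paper concludes that VitD alters the transcriptome of VDR-expressing HepG2 cells, with lipid metabolism as a substantial part.

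**Figure D1:**
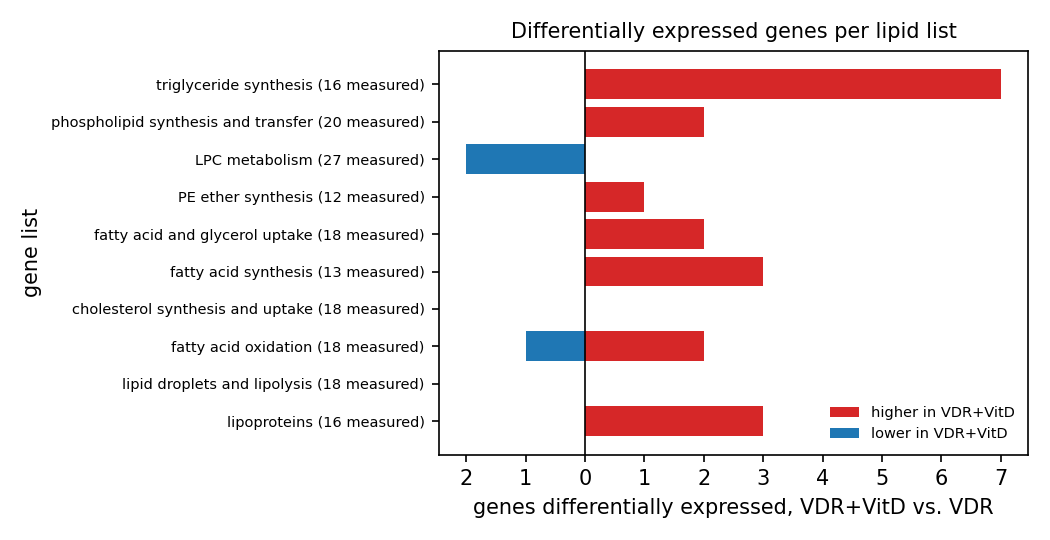
Number of differentially expressed genes in VDR+VitD against VDR cells (horizontal axis) in each of 10 lists of lipid genes (vertical axis, with the number of genes measured). Bars to the right count higher genes and bars to the left lower genes, and the longest bar is triglyceride synthesis with 7 higher genes.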

### 3.2. Novel Genes Regulated by VDR in Human Hepatocytes

New potential VDR target genes were selected from the list of differentially expressed genes. 

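Of 10 genes of glycerolipid and phospholipid metabolism and of substrate uptake, 9 were measured and all 9 were higher in VDR+VitD than in VDR cells, also when adjusted over the list alone. These genes were selected by the study on the same samples, so neither their count nor a test of them as a list is independent evidence of the direction. SLC6A12, the betaine transporter, had the largest change, 17.8-fold, followed by PCTP, the phosphatidylcholine transfer protein, with 5.98-fold and AQP3, a glycerol channel, with 3.23-fold. FATP2 (SLC27A2), a fatty acid transporter, rose 2.79-fold and MAT1A, which makes S-adenosyl methionine, 2.65-fold. AGPAT2, CDS1 and MOGAT1 rose 2.54-fold, 2.25-fold and 2.15-fold, and LPGAT1 rose 1.60-fold. In cells with Ad-VDR and vehicle, FATP2 was the only one of the 9 that was called against control cells, and MAT1A was also higher when adjusted over the list alone. DGAT1 was not analysed here, because no transcript cluster was paired with its symbol. Camera gave the 9 genes an adjusted p of 1.15e-21, and an adjusted p of 0.0013 with an estimated correlation, and fry an adjusted p of 5.45e-07. With limma's test against a fold-change of 1.5, 5 of the 9 were called. With 1 array left out, 8 to 9 were called, since MOGAT1 or LPGAT1 lost its call without some arrays.

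**Figure D2:**
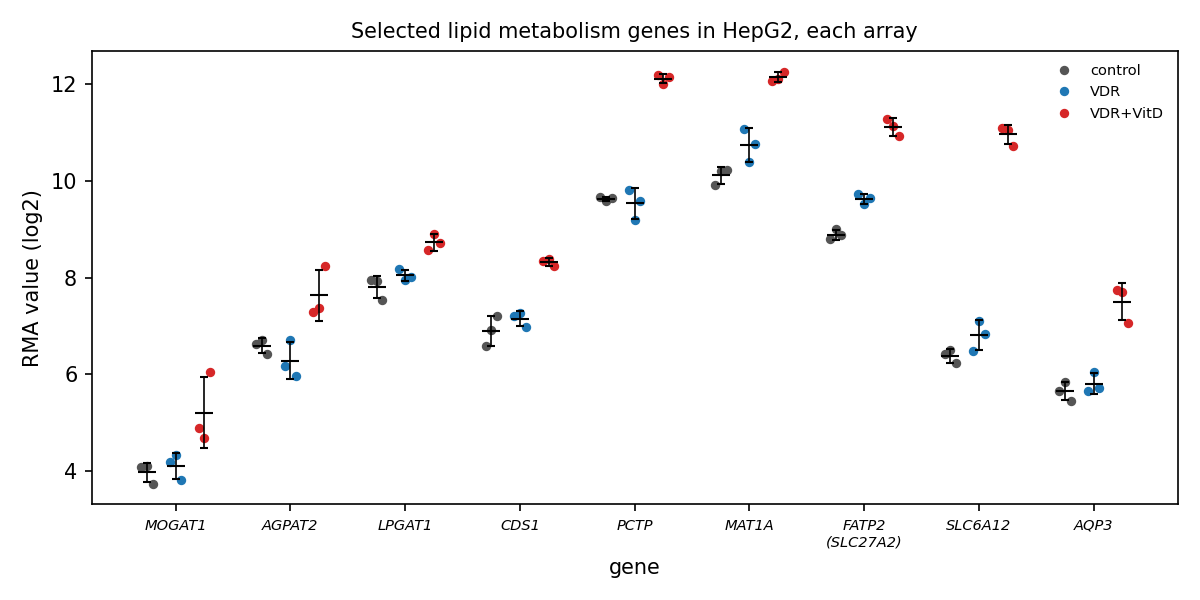
RMA values on the log2 scale (vertical axis) of the 9 measured genes (horizontal axis) in control, VDR and VDR+VitD cells. Points are single arrays, dashes are means and bars are SDs (n = 3), and the VDR+VitD mean lies above the VDR mean for all 9 genes.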

We focused on 10 of them, which are involved in lipid metabolism and have not been previously associated with VitD: *MOGAT1*, *DGAT1*, and *AGPAT2* (associated with glycerolipid metabolism and TG synthesis), *LPGAT1*, *CDS1*, *PCTP*, and *MAT1A* (involved in phospholipid metabolism), and *FATP2*, *SLC6A12*, and *AQP3* (responsible for the uptake of fatty acids, betaine and glycerol, respectively) (see Supplementary Table S2 for official gene names and roles).

Experimental validation by RT-qPCR was performed in both HepG2 cells and human upcyte hepatocytes. Cells were first transduced with Ad-VDR and, 48 h later, they were treated with VitD for 4 h. Results in Figure 2 confirmed the VDR-dependent upregulations observed by microarray expression analysis in HepG2. Moreover, results demonstrated that the effects observed in HepG2 cells are accurately reproduced in cultured human upcyte hepatocytes.

Other well characterized agonist for VDR is LCA, a secondary hydrophobic bile acid. We tested next if this enterohepatic VDR agonist was able to induce the novel VitD-responsive genes in HepG2 cells. Results in Supplementary Figure S2 show the dose-response curves of these 10 genes to LCA. All them were activated and, for most of them, 100 µM LCA was the concentration causing the highest induction.

Finally, we performed time-course analysis of VDR-response genes in both upcyte hepatocytes and HepG2 (Figure 3). After VitD, most of the genes showed a time-course expression profile that was quite similar in both cell models. The most remarkable difference was seen in *MOGAT1* that showed a much more prominent induction in upcyte hepatocytes. Most of the genes reached maximal expression levels between 6 and 8 h after VitD, and underwent a clear decrease by 24 h. This decrease could be due to the parallel induction of CYP24A1 that inactivates VitD (see Supplementary Figure S1). One exception was *DGAT1*, which reached maximal levels of expression at 24 h after VitD in upcyte hepatocytes (Figure 3).

The response of LCA was similar to that of VitD at early time points, but the LCA-dependent upregulation continued until 24 h, where LCA caused maximal effects (Figure 3). The different response to VitD and LCA at 24 h could be explained by the persistence (lack of clearance) of LCA in the culture medium.

### 3.3. Expression and Regulation of Novel VDR-Responsive Genes in Mouse Liver

To investigate the potential regulation of these novel genes by VDR in vivo, we performed mRNA expression analysis in the livers of three different groups of mice: VDR-deficient, control, and VitD (paricalcitol) supplemented mice, all them on an *apoE*^−/−^ background and on a HFD for 8-weeks. At the end of the HFD, the liver TG levels were 220 ± 68, 446 ± 71 and 510 ± 91 μg TG/mg protein (mean ± SD) in *apoE* & *Vdr* double knock-out, *apoE*^−/−^, and *apoE*^−/−^ + VitD, respectively.

We were unable to amplify *Aqp3* from mouse liver, which is in agreement with the low expression reported in mouse liver [19] and with the substantial expression of *AQP3* reported in human liver [20,21]. Results demonstrate that 8 of the 9 detected mouse genes had significant differences in hepatic expression between VDR-deficient and VitD-supplemented mice (Figure 4). *Agpat2* was the only mouse liver gene unresponsive to VDR expression and VitD. All the other detected genes showed higher expression in the VitD-supplemented mice, supporting the notion that they could be novel positive VDR target genes in vivo (Figure 4).

*ANGPTL8*, another VDR target gene involved in TG homeostasis [8], was repressed by 70% in the livers of *apoE* & *Vdr* double knock-out mice vs. *apoE*^−/−^ mice (data not shown).

### 3.4. Metabolomic Alterations Caused by Activated VDR in Human Hepatocytes

Human upcyte hepatocytes were transfected with Ad-VDR and exposed to 10 nM VitD, in the presence of 60 µM oleate:palmitate (2:1), for 8 and 24 h. Cell extracts were separated by two different chromatographic methods followed by UPLC-MS analysis. A total of 1309 features were recorded and 272 + 218 signals were identified from the two methods.

Unsupervised multivariate analysis of the dataset was performed. The two PCAs, in Supplementary Figure S3, demonstrate two main sources of variation, one associated with the effect of time (8 and 24h, Supplementary Figure S3A) and other with the effect of VitD (VDR and VDR+VitD, Supplementary Figure S3B).

In order to facilitate the visualization and to simplify the interpretation of the data, we performed separate PCAs at 8 and 24 h after VitD, including only the signals of identified metabolites from the major lipid classes (TG, diacylglycerols (DG), monoacylglycerols (MG), phosphatidylcholines (PC), phosphatidylethanlolamines (PE), lysophosphatidylcholines (LPC) and lysophosphatidylethanlolamines (LPE)) (Figure 5). A source of variation was observed between VDR cells and VDR cells treated with VitD both after 8 (Figure 5A) and 24h (Figure 5B) incubation.

Analysis of the loadings of the identified lipid metabolites demonstrated the contribution of the different lipid classes to the separation between the two conditions: VDR alone vs. VDR+VitD. More specifically, intracellular TGs showed a substantial influence, both at 8 and 24h. The levels of many lysophospholipids (primarily LPC) have also a significant contribution at 8h after VitD. Moreover, differences in the levels of phospholipids seem to have an important influence in group discrimination (Figure 5).

Results in Figure 6, Figure 7 and Figure 8 show the alteration of specific lipid species after VitD.

In general terms, DGs were decreased whereas TGs were increased by VitD at 8 (Figure 6A) and 24 h (Figure 6B). Several MGs species were also identified and, similarly to DGs, they also consistently decreased after VitD, however the variability among replicates was large and no statistical significance was found (data not shown).

Regarding phospholipids, many PC species appeared significantly altered in hepatocytes treated with VitD, both at 8 and 24 h. Some of them were increased but others were decreased. Therefore, VitD may induce a remodeling of the PC pool. Similar results were observed for PEs, but in this case we only found statistically significant differences in decreased PE species after VitD (Supplementary Figure S4).

Lysophospholipids, and particularly LPC, showed higher levels in 8 h VitD-treated hepatocytes (Figure 7A), but, after 24 h, differences between these two conditions were no longer evident (Figure 7B).

Another lipid class that was significantly altered by VitD was the PE plasmalogens (PE alkenyl ethers). They were consistently decreased upon 10 nM VitD incubation, particularly after 24 h (Figure 8).

Finally, regarding other metabolites it is worth mentioning that hepatocytes transfected with VDR and exposed to VitD demonstrated higher levels of betaine and lower levels of several phosphatidic acid (PA) species (Supplementary Figure S5).

In summary, VitD triggers the activation of genes involved in the uptake of fatty acids, glycerol, and betaine, and in the metabolism of glycerolipids and phospholipids. The activation of this gene network results in decreased levels of PA, DG, MG, PE, and PE plasmalogens, and in increased levels of betaine, LPC, and TG. Moreover, many PC species decreased whereas other increased in a likely remodeling of the PC pool.

## 4. Discussion

We have previously shown, in a mouse model, a causal relationship between hepatocyte VDR and liver TG [9]. We also searched for gene candidates involved in this VDR-dependent effect and found some lipid metabolism genes (e.g., *DGAT2* or *CEBPA*) that responded to plasmid-transfected VDR in HepG2 [9]. Another uncovered VDR-target gene involved in lipid metabolism was *ANGPTL8* [8]. In the present study, we performed whole transcriptome analysis after VDR activation in human hepatocytes to identify the whole repertoire of potential VDR-dependent lipid metabolism genes. The main effect of VitD-activated VDR was the upregulation of more than 200 genes, from which 20% were related to lipid metabolism. We have focused on ten of them with the more significant response.

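Ranked by the p of limma among 17687 genes in VDR+VitD against VDR cells, the 9 measured genes of this selection held ranks 8 (SLC6A12), 26 (PCTP), 89 (FATP2, SLC27A2), 133 (AQP3), 155 (MAT1A), 200 (CDS1), 349 (AGPAT2), 566 (LPGAT1) and 719 (MOGAT1). Among the 23 called genes of 10 lists of lipid metabolism, which hold 7 of the selection, ANGPTL8 was first by p and PCTP, FATP2 and AQP3 came next. MOGAT2, a monoacylglycerol acyltransferase, and APOA5, an apolipoprotein of triglyceride-rich particles, were at ranks 147 and 181 of all genes and are outside the selection, as are CPT1A at 279 and TMEM86B at 327. The paper limited its selection to genes without an earlier link to VitD, which these ranks do not take into account. It names ANGPTL8 as a VDR target found earlier. AGPAT2, LPGAT1 and MOGAT1 were 10th, 16th and 21st of the 23. SLC6A12 and MAT1A belong to the list of the methionine and betaine cycle, which is not among the 10.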

TGs are synthesized by two major pathways, the glycerol 3-phosphate pathway and the MG pathway [22]. Both pathways generate DG. In the glycerol 3-phosphate pathway DG is synthesized by dephosphorylation of PA, whereas in the MG pathway, DG is formed from MG and fatty acyl-CoA by MOGATs. The new synthesized DG can be used as a substrate for TG synthesis by DGATs [22,23].

Our results demonstrate that VDR induces the expression of *AGPAT2* (glycerol 3-phosphate pathway) as well as *MOGAT1* and *LPGAT1* (MG pathway). Moreover, *DGAT1* (this study) and *DGAT2* [9] are also upregulated, which suggest a coordinated response directed to TG synthesis in hepatocytes.

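Triglyceride synthesis was the lipid list with the most called genes. Of its 16 measured genes, 7 were higher in VDR+VitD than in VDR cells, none was lower and 9 did not pass the test. MOGAT2 rose by 1.47 on the log2 scale (standard error 0.17, adjusted p = 5.52e-05 from limma), and GPAT4 and AGPAT5, acyltransferases of the glycerol 3-phosphate pathway, rose by 0.69 (standard error 0.14, adjusted p = 0.0070) and 0.68 (standard error 0.14, adjusted p = 0.0087). AGPAT5 and MOGAT3 are named here after their values were seen. DGAT2, which adds the last acyl chain, was at 12.08 ± 0.27 (SD, n = 3) in VDR cells and 12.77 ± 0.13 (SD, n = 3) in VDR+VitD cells, a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.0138). The other called members were AGPAT2, MOGAT1 and LPGAT1. MOGAT3 had a log2 fold change of -0.69 (adjusted p = 0.119) and was lower when adjusted over the list alone, which gave 7 higher and 1 lower. It was also called lower over all genes tested when only the 8000 genes with the largest interquartile range were kept (7 higher and 1 lower), with dim and less variable genes left out (6 higher and 1 lower) and without VDR replicate 3 (5 higher and 1 lower). The filters on variation also change the spread that limma estimates over all genes, which limits the calls under them. Camera called the list up (adjusted p = 0.0096, and adjusted p = 0.102 with an estimated correlation), as did fry (adjusted p = 7.61e-04), and 3 of the 7 genes had been selected by the study on these samples. DGAT2 was no longer called without VDR replicate 3 (adjusted p = 0.0614) or VDR+VitD replicate 3 (adjusted p = 0.0673), and 1 member was called with limma's test against a fold-change of 1.5. That test called 2 genes each of lipoproteins and of fatty acid and glycerol uptake, so triglyceride synthesis did not lead the lipid lists there. Against all 6 arrays without VitD, 5 members were called, since GPAT4 (0.57) and AGPAT5 (0.53) fell short of the fold threshold.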

AGPAT2 is a 1-acylglycerol-3-phosphate acyltransferase that acylates Lyso-PA at the sn-2 position with fatty acyl-CoAs to generate PA. AGPAT2 seems to be a key enzyme in the synthesis of TG via the glycerol 3-phosphate pathway as hepatic AGPAT activity is reduced 90% in *AGPAT2* knockout mice [24]. 

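AGPAT2, whose product makes phosphatidic acid, was at a log2 value of 6.59 ± 0.15 (SD, n = 3) in control HepG2 cells, 6.29 ± 0.39 (SD, n = 3) in VDR cells and 7.63 ± 0.53 (SD, n = 3) in VDR+VitD cells. VitD thus raised AGPAT2 by 1.35 (standard error 0.24, adjusted p = 0.0025 from limma), and the rise was present in 3 of 3 experiments. The VDR+VitD arrays were at 7.29, 7.37 and 8.24 in experiments 1, 2 and 3, so the rise was not uniform. AGPAT2 kept its call with any 1 array left out, but lost it with limma's test against a fold-change of 1.5 (adjusted p = 0.211). Ad-VDR alone gave AGPAT2 a log2 fold change of -0.30 against control cells (standard error 0.24, adjusted p = 0.76).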

Our results demonstrate that *AGPAT2* is significantly induced in human hepatocytes and HepG2 cells after VDR activation. However, its expression was not altered in the livers of *Vdr*^−/−^ mice or after VitD supplementation, which suggest that the regulation of *AGPAT2* by VDR could be specific for the human gene.

The synthesis of TG via the MG pathway is also active in human liver, where three MOGAT genes are expressed [25]. A liver-specific shRNA against *Mogat1* protected the liver from steatosis in three different models [26]. This suggest that MOGAT1 could be an important determinant for TG accumulation in hepatocytes. Activated VDR not only induced *MOGAT1* but also *LPGAT1*, which is also an acyltransferase that belongs to the lyso-PA acyltransferase family [27]. 

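MOGAT1, a monoacylglycerol acyltransferase, was at a log2 value of 3.97 ± 0.20 (SD, n = 3) in control cells, 4.11 ± 0.27 (SD, n = 3) in VDR cells and 5.21 ± 0.74 (SD, n = 3) in VDR+VitD cells, and its mean over all arrays lay at the 23.3 percentile of the genes. VitD raised MOGAT1 by 1.10 (standard error 0.27, adjusted p = 0.0296 from limma), with differences of 0.70, 0.36 and 2.25 in experiments 1, 2 and 3. LPGAT1 was at 7.81 ± 0.23, 8.05 ± 0.12 and 8.73 ± 0.17 (SD, n = 3 each) in control, VDR and VDR+VitD cells. Its log2 fold change with VitD was 0.68 (standard error 0.15, adjusted p = 0.0136 from limma), with a rise in 3 of 3 experiments. MOGAT1 was no longer called without VDR+VitD replicate 3 (log2 fold change 0.68, adjusted p = 0.060), VDR replicate 1 (adjusted p = 0.0709) or VDR replicate 3 (adjusted p = 0.123), or with only the 6 arrays compared in the fit (adjusted p = 0.0603, with a range of 0.0017 to 1 over its alternatives). LPGAT1 was no longer called without VDR replicate 2 (adjusted p = 0.0597) or VDR+VitD replicate 2 (adjusted p = 0.078).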

LPGAT1 may be involved in the remodeling of lysophosphatidylglycerol back to phosphatidylglycerol. However, Hiramine et al. [28] demonstrated that LPGAT1 also displays MOGAT activity and hence contributes to the synthesis of DG and TG. Indeed, liver MOGAT activity was significantly reduced in *db*/*db* mice infected with *LPGAT1* shRNA adenovirus [28]. So, it is probable that LPGAT1 functions either as MOGAT or LPGAT enzyme depending on the physiopathological context. Our results demonstrate that activation of VDR in hepatocytes leads to the upregulation of two important genes for DG synthesis through the MG pathway: *MOGAT1* and *LPGAT1*.

DGAT1 and DGAT2, catalyze the final esterification of a fatty acyl moiety to a DG molecule to produce TG. These enzymes commit DG to being stored as TG rather than being channeled to the synthesis of phospholipids. Both DGAT enzymes may contribute to the overt activity responsible for the synthesis of TG for cytosolic lipid droplets, and both may also contribute, through different mechanisms, to the synthesis of TG for lipid droplets at the lumen of the endoplasmic reticulum and for the nascent very low-density lipoprotein (VLDL) precursor [29]. Both, *DGAT1* (this study) and *DGAT2* [9] were upregulated by activated VDR, which is in agreement with a recent study showing that calcitriol treatment increased mRNA expression of *DGAT1* and *DGAT2* in C2C12 myotubes [30]. The upregulation of *DGAT1/2* along with the concomitant induction of *AGPAT2*, *MOGAT1*, and *LPGAT1*, suggest that the activated VDR can trigger a coordinated response promoting the synthesis of TG in human hepatocytes.

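In HepG2 cells PCTP was at a log2 value of 9.63 ± 0.04 (SD, n = 3) with the control adenovirus, 9.54 ± 0.31 (SD, n = 3) with Ad-VDR and 12.12 ± 0.10 (SD, n = 3) with Ad-VDR and VitD. VitD raised PCTP by 2.58 (standard error 0.15, adjusted p = 5.52e-08 from limma), with a rise in 3 of 3 experiments, while Ad-VDR alone gave -0.10 (standard error 0.15, adjusted p = 0.903). ACOT13, which encodes the thioesterase Them2, had a log2 fold change with VitD of -0.14 (standard error 0.18, adjusted p = 0.826) and was lower in 2 of 3 experiments.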

Another novel VDR-response gene, *PCTP*, which is enriched in hepatocytes, exchanges PCs among membranes. PCTP might function within the hepatocyte to redistribute PCs from the endoplasmic reticulum to lipid droplets thus regulating lipid droplet morphology and favoring microvesicular steatosis [31]. Moreover, PCTP, upon complexing with PC, binds and enhances the enzymatic activity of the thioesterase superfamily member 2 (Them2), a mitochondria-associated long-chain acyl-CoA thioesterase. Them2 is also highly expressed in the liver and plays a key role in the rerouting of fatty acids from β-oxidation to glycerolipid biosynthesis [32]. Therefore, induction of *PCTP* by VDR could favor Them2 activity and hence the redirection of fatty acids toward TG synthesis.

The synthesis of TG requires precursors (e.g., fatty acids, glycerol, etc.) that could come from endogenous metabolism or from exogenous sources. 

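FATP2 (SLC27A2), a fatty acid transporter and acyl-CoA synthetase, was at a log2 value of 8.89 ± 0.11 (SD, n = 3) in control HepG2 cells, 9.63 ± 0.10 (SD, n = 3) in VDR cells and 11.11 ± 0.18 (SD, n = 3) in VDR+VitD cells. It rose by 0.74 with Ad-VDR alone (standard error 0.14, adjusted p = 0.028 from limma) and by a further 1.48 with VitD (standard error 0.14, adjusted p = 4.87e-06). AQP3 was at 5.65 ± 0.19, 5.81 ± 0.22 and 7.50 ± 0.38 (SD, n = 3 each) in the same groups and rose by 1.69 with VitD (standard error 0.19, adjusted p = 3.59e-05). Both genes rose with VitD in 3 of 3 experiments. AQP7 and AQP9, the other aquaglyceroporins that the paper names, had log2 fold changes of 0.18 (adjusted p = 0.76) and 0.00 (adjusted p = 0.994). Of 18 measured genes of fatty acid and glycerol uptake, FATP2 and AQP3 were the 2 that were called, both higher, also when adjusted over the list alone, and 16 did not pass the test (camera adjusted p = 0.25; fry, up, adjusted p = 0.0335). Both were selected by the study on these samples.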

The activation of VDR in hepatocytes and HepG2 cells upregulated two important transporters one for fatty acids (*FATP2*) and other for glycerol (*AQP3*).

FATP2 is a member of the FATP family that is predominantly expressed in liver and kidney. Liver-specific *FATP2* knockdown had a significant effect on hepatocyte fatty acid uptake, which was reduced by 40%. Moreover, when these mice were on the HFD, loss of *FATP2* resulted in decreases of liver TGs and intracellular lipid droplets [33].

AQP3 acts as a glycerol channel at physiological pH [34]. The highest expression levels of human *AQP3* were observed in colon, small intestine, kidney and liver [21]. However, liver *AQP3* expression is null in rats [21] and very low in mice [19]. Functional studies of aquaglyceroporins are scarce in humans, and mutations in the genes encoding *AQP3*, *AQP7*, and *AQP9* show divergent phenotypes to those observed in deficient mice [35]. Therefore, the potential role of AQP3 in human hepatocyte lipid metabolism remains to be investigated. We postulated that increased glycerol transport by AQP3 could be another important component in the promotion of TG synthesis in human hepatocytes.

The coordinated upregulation of *FATP2*, *AQP3*, *AGPAT2*, *MOGAT1*, *LPGAT1*, and *DGAT1/2* supports that activated VDR triggers the synthesis of TG in human hepatocytes. This is in agreement with our metabolomic analysis by UPLC-MS. that showed increases in the levels of TG species both at 8 and 24h after VitD. On the contrary, TG precursors such as PAs, MGs, and DGs were found decreased, which is compatible with an induction of enzymes downstream of these precursors.

TG and phospholipids have PA as a common precursor, which is either converted into cytidyldiphosphate diacylglycerol (CDP-DAG) to promote new phospholipid synthesis or is dephosphorylated to produce DG [36]. CDS1 is a key enzyme in this branching point where they convert PA into CDP-DAG for phosphatidylinositol (PI) and phsophatidylglycerol (PG) synthesis. Knocking down *CDS1* increased the amount of PA, triggered the formation of giant lipid droplets and reduce the amount of PI and PG [37]. 

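CDS1 was at a log2 value of 6.90 ± 0.31 (SD, n = 3) in control HepG2 cells, 7.15 ± 0.15 (SD, n = 3) in VDR cells and 8.32 ± 0.08 (SD, n = 3) in VDR+VitD cells. VitD raised it by 1.17 (standard error 0.16, adjusted p = 2.61e-04 from limma), with a rise in 3 of 3 experiments. Of 20 measured genes of phospholipid synthesis and transfer, CDS1 and PCTP were higher, none was lower and 18 did not pass the test, with the same calls when adjusted over the list alone. The median log2 fold change of the list was -0.09 and its mean 0.07 (camera, down, adjusted p = 0.83; fry adjusted p = 0.453), and both called genes had been selected by the study on these samples. With limma's test against a fold-change of 1.5, 1 of the 20 was called.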

We observed that activation of VDR in human hepatocytes upregulated *CDS1*. This could redirect some of the PA pool towards CDP-DAG, PIs, and PGs. Our metabolomic analysis, however, confirmed the reduction of PA species, but it did not confirm increases of CDP-DAG, PIs, or PGs. Our results are in agreement with Lykidis et al. [38] showing that CDS1 does not determine the cellular levels of CDP-DAG or PI.

Our metabolomic analysis detected multiple alterations in diacyl phospholipid levels upon VitD. Some PC species augmented whereas other decreased. Regarding PE, results were similar but statistically significant differences were only observed in PE species decreased after VitD. The increase of some PCs could be associated with the upregulation of *SLC6A12* (betaine transporter) and *MAT1A* (S-adenosyl methionine (SAMe) synthesis). These two genes could contribute to an important hepatocyte-specific pathway for PC synthesis that consists in three sequential methylations of PE, catalyzed by PE-N-methyltransferase (PEMT), using SAMe as the methyl donor [39]. 

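SLC6A12 was at a log2 value of 6.39 ± 0.14 (SD, n = 3) in control HepG2 cells, 6.81 ± 0.31 (SD, n = 3) in VDR cells and 10.96 ± 0.20 (SD, n = 3) in VDR+VitD cells, a rise with VitD of 4.15 (standard error 0.17, adjusted p = 7.75e-10 from limma). MAT1A was at 10.11 ± 0.17, 10.74 ± 0.35 and 12.15 ± 0.10 (SD, n = 3 each) in the same groups and rose with VitD by 1.40 (standard error 0.17, adjusted p = 7.71e-05). Both genes rose in 3 of 3 experiments. PEMT, which methylates phosphatidylethanolamine, had a log2 fold change with VitD of -0.06 (standard error 0.16, adjusted p = 0.922), and BHMT, which uses betaine to remethylate homocysteine, of -0.04 (standard error 0.19, adjusted p = 0.966). BHMT was at 7.60 ± 0.13, 8.36 ± 0.28 and 8.32 ± 0.40 (SD, n = 3 each) in control, VDR and VDR+VitD cells, and passed the test for VDR+VitD against control cells (log2 fold change 0.72, standard error 0.19, adjusted p = 0.0401) but not for VDR against control cells (0.75, adjusted p = 0.129). Of 17 measured genes of the methionine and betaine cycle, SLC6A12 and MAT1A were higher with VitD, none was lower and 15 did not pass the test, also when adjusted over the list alone (camera adjusted p = 0.537; fry, up, adjusted p = 0.0077).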

The upregulation of SLC6A12 (predominantly expressed in the sinusoidal hepatocyte membrane [40]) should promote the uptake of betaine [41], and betaine has the capacity to elevate hepatic SAMe through the enzyme betaine homocysteine methyltransferase (BHMT) [42], followed by MAT1A, which is also induced by VitD in VDR-hepatocytes. Newly synthesized SAMe can be used to generate PC from PE. Intriguingly, high SAMe levels also promote hepatic TG accumulation, because to maintain a normal membrane PC/PE ratio when SAMe levels are high, the liver stimulates PC secretion via VLDL and increases PC degradation by phospholipase D or C, leading to increased DG and TG production. Thus, excess SAMe levels stimulate both PC synthesis and catabolism, thereby contributing to the development of hepatic TG accumulation [43]. This possibility is supported by studies showing that PC is an unexpected source of TG in the liver through a PC-phospholipase C activity [44].

The hypothesis of increased catabolism of PC is also supported by our finding that the levels of several LPCs were elevated at 8h after VitD in VDR-hepatocytes. LPC is an intermediate in the metabolism of PC, during PC turnover, and is one of the major lipid components of low-density lipoproteins [45,46]. The conversion of LPC from PC is mainly catalyzed by lecithin–cholesterol acyltransferase in blood and phospholipases A1/2 in tissues [46,47]. In turn, LPC can be converted into LPA by lysophospholipase D/Autotaxin [46]. We did not find alterations in the expression of genes involved in LPC metabolism upon VDR activation, and therefore, we cannot suggest a potential mechanism. Nevertheless, we also observed differences in LPCs between non-stimulated VDR hepatocytes and mock transfected hepatocytes, which could suggest a negative effect of non-activated VDR on LPC levels, which would be reverted back upon VDR activation. Therefore, the regulation of LPC levels by VDR and VitD seems to differ from the regulation observed on other lipids.

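Of 27 measured genes of LPC metabolism, 2 were lower in VDR+VitD than in VDR cells, none was higher and 25 did not pass the test, with the same 2 when adjusted over the list alone (camera adjusted p = 0.83; fry adjusted p = 0.492). LPCAT4, a lysophospholipid acyltransferase, was at a log2 value of 9.43 ± 0.25 (SD, n = 3) in VDR cells and 8.45 ± 0.34 (SD, n = 3) in VDR+VitD cells, and fell by 0.98 (standard error 0.18, adjusted p = 0.0039 from limma) in 3 of 3 experiments. PLA2G12B, a member of the secreted phospholipase A2 family, was at 8.28 ± 0.16 and 7.59 ± 0.24 (SD, n = 3 each) and fell by 0.69 (standard error 0.17, adjusted p = 0.027). PLA2G12B is in the list by its family, and whether its product makes LPC is not shown here. LCAT, the lecithin-cholesterol acyltransferase, had a log2 fold change of 0.14 (adjusted p = 0.776), and ENPP2, which encodes autotaxin, of 0.38 (adjusted p = 0.384). With Ad-VDR alone limma called no gene of the list over all genes (6 had an unadjusted p under 0.05), and PLA2G12B, at 7.51 ± 0.29 (SD, n = 3) in control cells, was higher when adjusted over the list alone (log2 fold change 0.77). PLA2G12B was no longer called without VDR replicate 1, VDR replicate 2, VDR+VitD replicate 1 or VDR+VitD replicate 2 (adjusted p up to 0.137), or against all 6 arrays without VitD (-0.31, adjusted p = 0.304, with a range of 0.0050 to 1 over its alternatives). Neither gene was called with limma's test against a fold-change of 1.5.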

The increased levels of LPC after VitD could have several consequences. LPC activates multiple signaling pathways that are involved in oxidative stress and inflammatory responses [46]. Moreover, LPC accumulation can promote TG synthesis: systemic supplementation of LPC prior to an oral lipid load decreased hepatic fatty acid oxidation and stimulated TG production [48], and LPC induced TG and phospholipid synthesis, and increased apo B secretion in HepG2 cells [49].

Another intriguing observation is that the intracellular levels of PE plasmalogens (but not PC plasmalogens) decreased in human hepatocytes after 24 h of VDR activation. Plasmalogens, are a subclass of phospholipids in which the hydrocarbon chain at the sn-1 position is attached by an ether bond, instead of an ester bond. Moreover, at the sn-2 position there is a preference for polyunsaturated fatty acids [50,51]. Plasmalogens have unique structural characteristics, which modulate membrane fluidity and membrane fusion. In addition, they are involved in a variety of biological functions, including cell differentiation, cell signaling and oxidative stress [50,51]. Similarly to LPCs, we have not observed alterations in genes for PE ether synthesis, which suggest that the significant changes observed in these lipid classes may be secondary to changes in precursors such as glycerol-3-phosphate or in other central lipids such as PA, DG, or TG. Indeed, the accumulation of TG could be responsible for lower plasmalogens as it has been shown that patients with NAFLD have lower total plasma plasmalogens [52]. Moreover, the plasmalogen/phospholipid ratio of any serum lipoprotein was significantly lower in patients with nonalcoholic steatohepatitis [53]. 

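Of 12 measured genes of PE ether synthesis and breakdown, TMEM86B was higher in VDR+VitD than in VDR cells, none was lower and 11 did not pass the test, with the same call when adjusted over the list alone. TMEM86B encodes a lysoplasmalogenase, which cleaves the vinyl ether bond of lysoplasmalogens. It was at a log2 value of 6.81 ± 0.22 (SD, n = 3) in VDR cells and 7.74 ± 0.14 (SD, n = 3) in VDR+VitD cells, a log2 fold change of 0.93 (standard error 0.16, adjusted p = 0.0019 from limma) with a rise in 3 of 3 experiments. The median log2 fold change of the 12 genes was 0.05 (camera adjusted p = 0.25; fry, up, adjusted p = 0.0486). TMEM86B was not called with limma's test against a fold-change of 1.5.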

Plasmalogens are mainly synthesized in liver peroxisomes and secreted into the circulation as part of lipoproteins. The vinyl-ether double bond of plasmalogen is highly sensitive to oxidation, which allow them to act as antioxidants [53]. Therefore, the low level of plasmalogens may also be caused by oxidative stress and peroxisomal dysfunction.

Regarding the clinical translation of our findings we can speculate that high VDR expression and signaling in hepatocytes, in the settings of NAFLD, may contribute to TG accumulation. However, VDR activation in non-parenchymal liver cells like Kupffer or hepatic stellate cells could exert anti-inflammatory and anti-fibrotic effects [54], and consequently prevent NAFLD progression to nonalcoholic steatohepatitis and fibrosis. Thus, the interindividual variability in VDR expression levels in hepatocytes and in non-parenchymal liver cells may determine the outcome of VitD signaling in the liver.

## 5. Conclusions

Activation of VDR in hepatocytes (either by VitD or LCA) triggers a coordinated induction of genes involved in TG synthesis which is mirrored by increases in TG species and decreases in TG precursors. Moreover, activated VDR also induces several genes involved in phospholipid metabolism and remodeling (*PCTP*, *CDS1*, *SLC6A12*, and *MAT1A*), and causes significant alterations in PC species as well as increases in LPCs and decreases in PEs and PE plasmalogens. These alterations in phospholipids could also be involved in (or be a consequence of) TG production and accumulation (Figure 9).

## Figures and Tables

**Figure 1:**
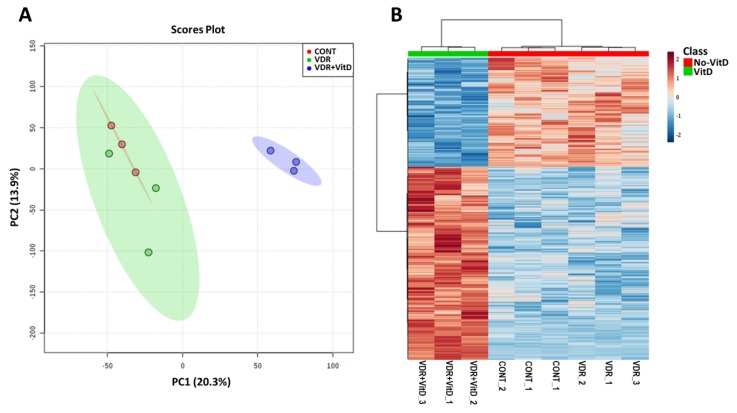
Genome-wide expression profiling of HepG2 cells with activated VDR. HepG2 cells were transfected with Ad-C or Ad-VDR for 48 h. Then, 10 nM Vitamin D (VitD) (VDR+VitD) or vehicle (VDR & CONT) were added for 4h. Total RNA was purified and expression profiling was performed by microarray analysis. Non-informative mRNAs in the dataset were filtered by IQR and 8000 mRNAs were left for further analysis. Mean-centred and SD autoscaling were performed. (**A**) Principal component analysis. (**B**) Hierarchical clustering showing the top 1000 differentially expressed genes.

**Figure 2:**
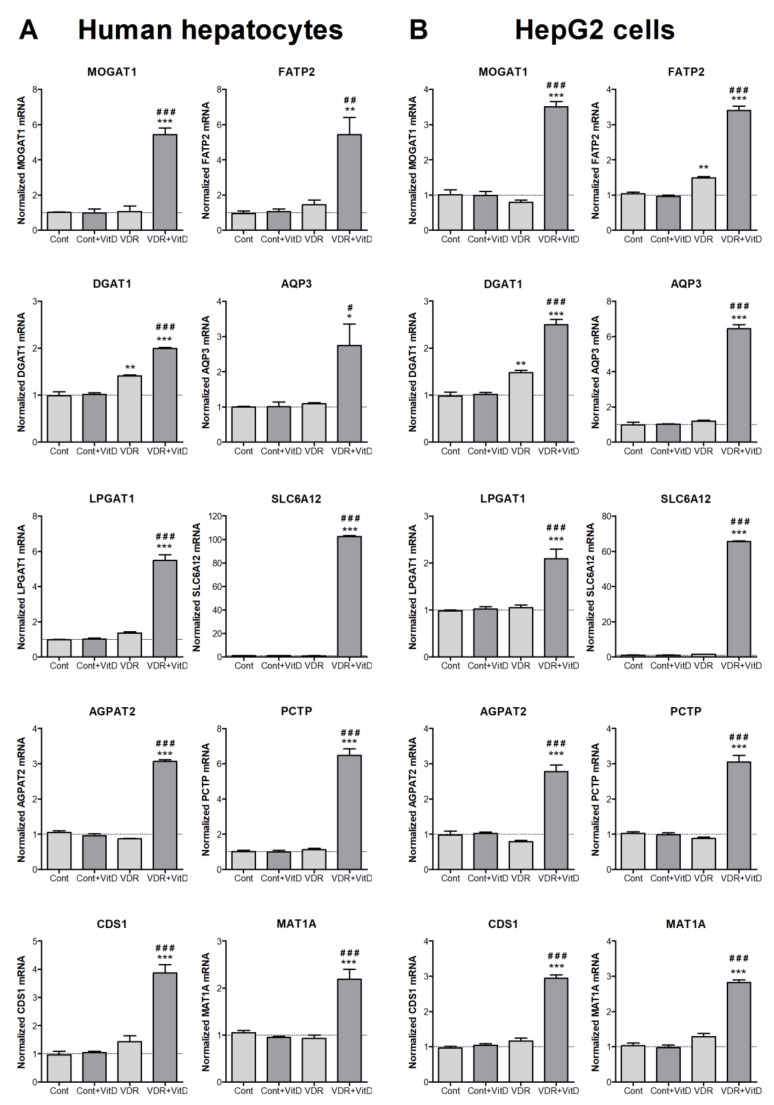
New VitD-responsive genes related to lipid metabolism in human hepatic cells. Cultured upcyte hepatocytes (**A**) or HepG2 cells (**B**) were infected with Ad-VDR (VDR—VitD receptor) or with a control adenovirus (Cont) and, 48 h later, 10 nM VitD was incorporated for 4 h. mRNA levels were determined by RT-qPCR and normalized with the housekeeping porphobilinogen deaminase (*PBGD*) and ribosomal protein lateral stalk subunit P0 (*RPLP0*) mRNAs. Data represent the mean ± SEM relative to cells transfected with the control adenovirus (Cont) from 3–4 independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001 VDR vs. no VDR; #*p* < 0.05, ##*p* < 0.01 and ###*p* < 0.001 VitD vs. no VitD.

**Figure 3:**
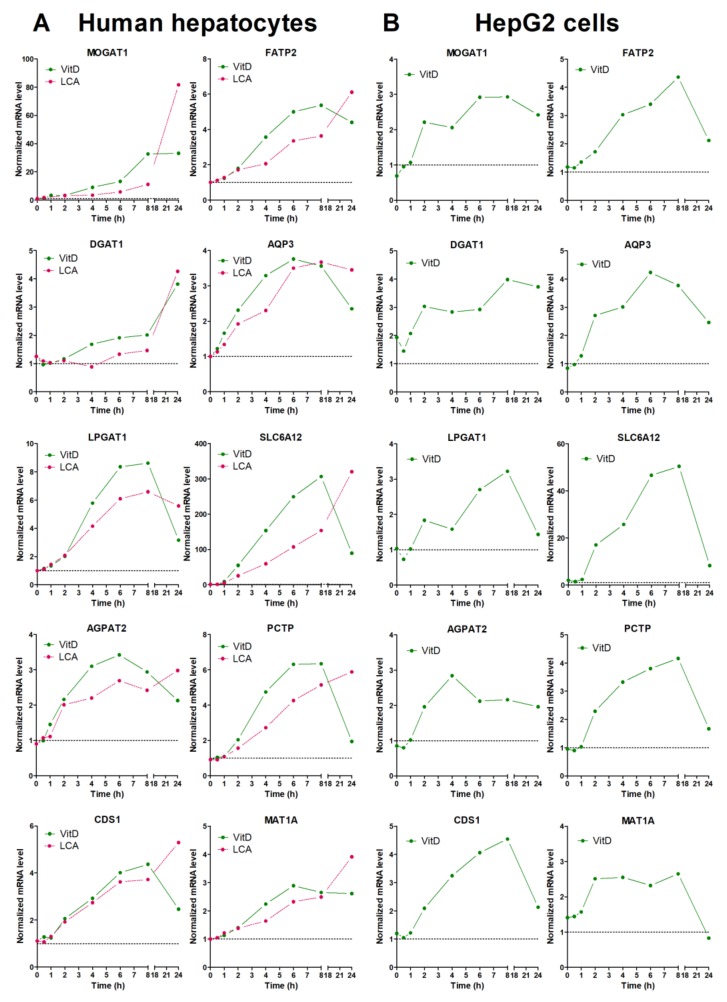
Time-course response to VitD and LCA of novel VDR-responsive genes. Cultured upcyte hepatocytes (**A**) or HepG2 cells (**B**) were infected with Ad-VDR and, 48 h later, 10 nM VitD or 100 µM LCA was incorporated for different times. mRNA levels were determined by RT-qPCR and normalized with the housekeeping *PBGD* & *RPLP0* mRNAs. Data represent the expression level relative to cells transfected with the control adenovirus (dotted line = 1).

**Figure 4:**
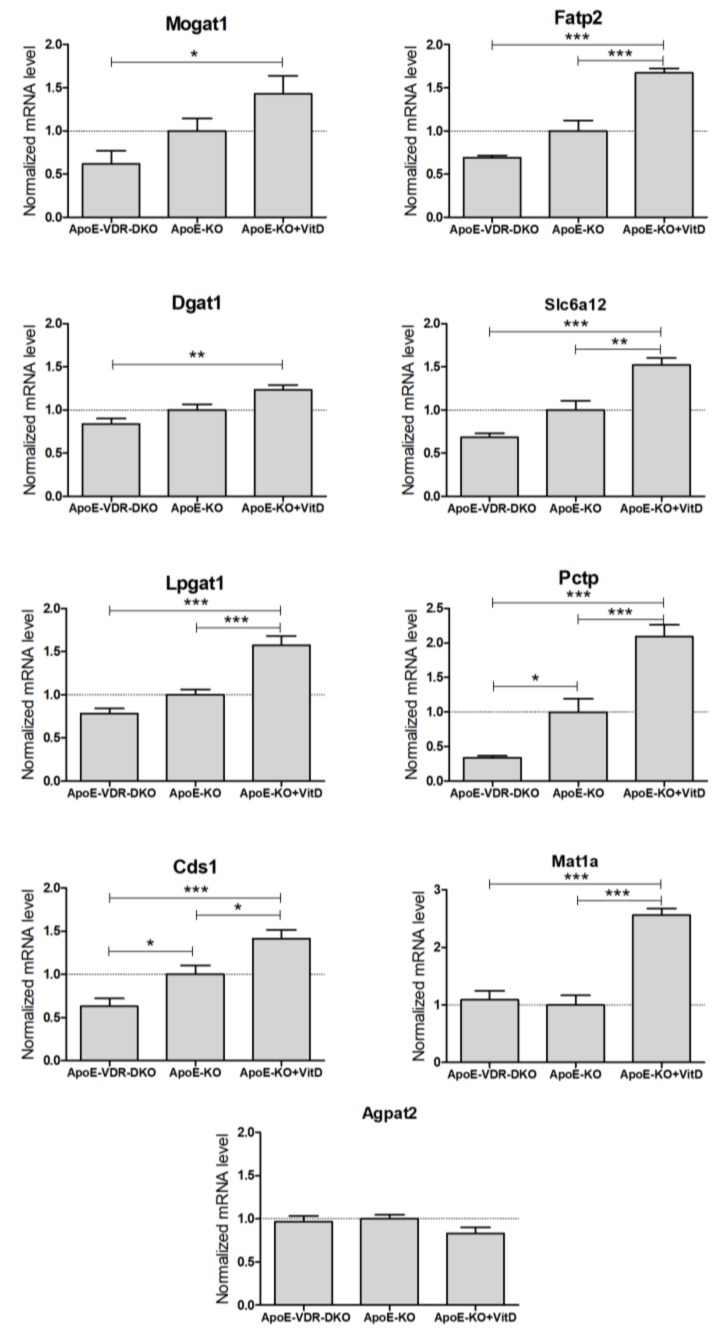
Expression of novel VDR-regulated genes in the livers of VDR-deficient and VitD-treated mice. Twelve-week-old mice from three groups: *apoE*^−/−^ (ApoE-KO, *n* = 18), *apoE* & *Vdr* double knock-out (ApoE-VDR-DKO, *n* = 10) and *apoE*^−/−^ treated with paricalcitol (ApoE-KO+VitD, *n* = 8), were placed on a HFD for 8 weeks. Total liver RNA was isolated, and the mRNA levels were determined by RT-qPCR and normalized with the housekeeping *Gapdh* & *Rplp0* mRNAs. Data represent the mRNA level as mean ± SEM relative to *apoE*-KO mice (dotted line = 1). *p < 0.05, **p < 0.01 and ***p < 0.001.

**Figure 5:**
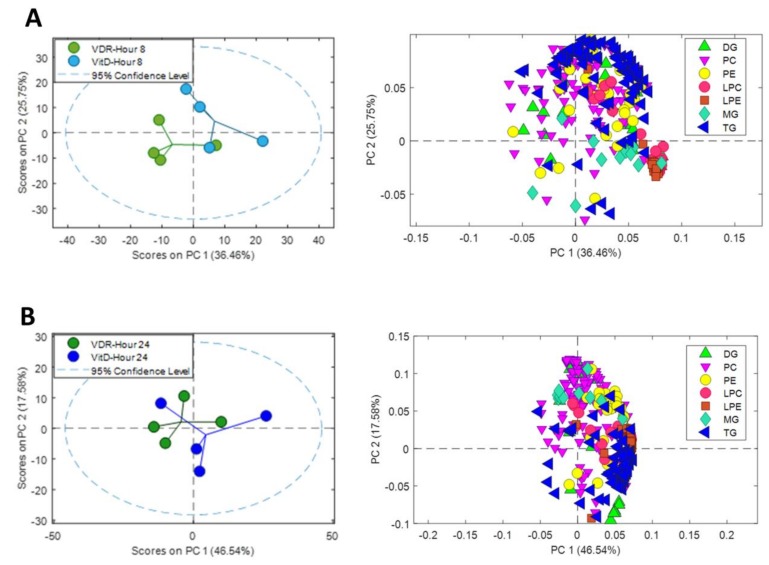
Metabolomic PCA scores plots of human upcyte hepatocytes with VitD-activated VDR. Left: Scores of VDR and VDR+VitD (VitD) hepatocytes after 8 (**A**) and 24 (**B**) h incubation. Right: Loadings for identified triglycerides (TG), diacylglycerols (DG), monoacylglycerols (MG), phosphatidylcholines (PC), phosphatidylethanlolamines (PE), lysophosphatidylcholines (LPC) and lysophosphatidylethanlolamines (LPE) after 8h (**A**) and 24h (**B**).

**Figure 6:**
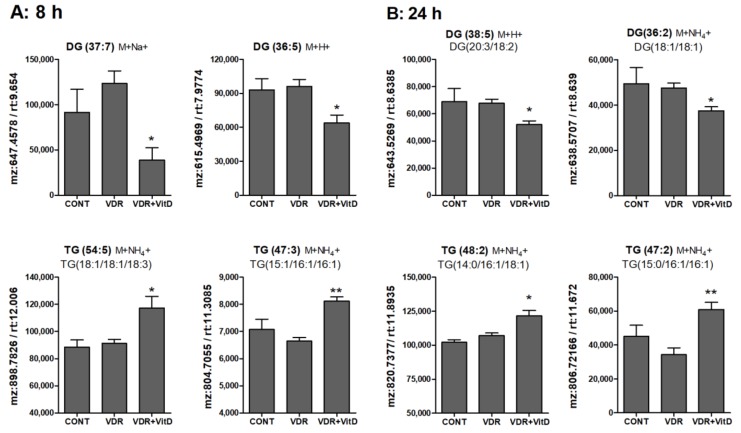
Relative intracellular levels of selected TGs and DGs in cultured human hepatocytes exposed to VitD. Upcyte hepatocytes were transfected with an insertless adenovirus Ad-C or with Ad-VDR for 48 h. Then, 10 nM VitD (VDR+VitD, *n* = 4) or vehicle (CONT, *n* = 3 and VDR, *n* = 4) were added for 8 (**A**) or 24 h (**B**). Cells were washed, and intracellular metabolites extracted and analyzed by ultra-performance liquid chromatography-tandem mass spectrometry (UPLC-MS) as described in Materials and Methods. Data represent the normalized chromatographic peak areas of each feature (characterized by a mass-to-charge ratio (mz) and a retention time (rt)) and are expressed as mean ± SEM. *p < 0.05 and **p < 0.01 VDR+VitD vs. VDR.

**Figure 7:**
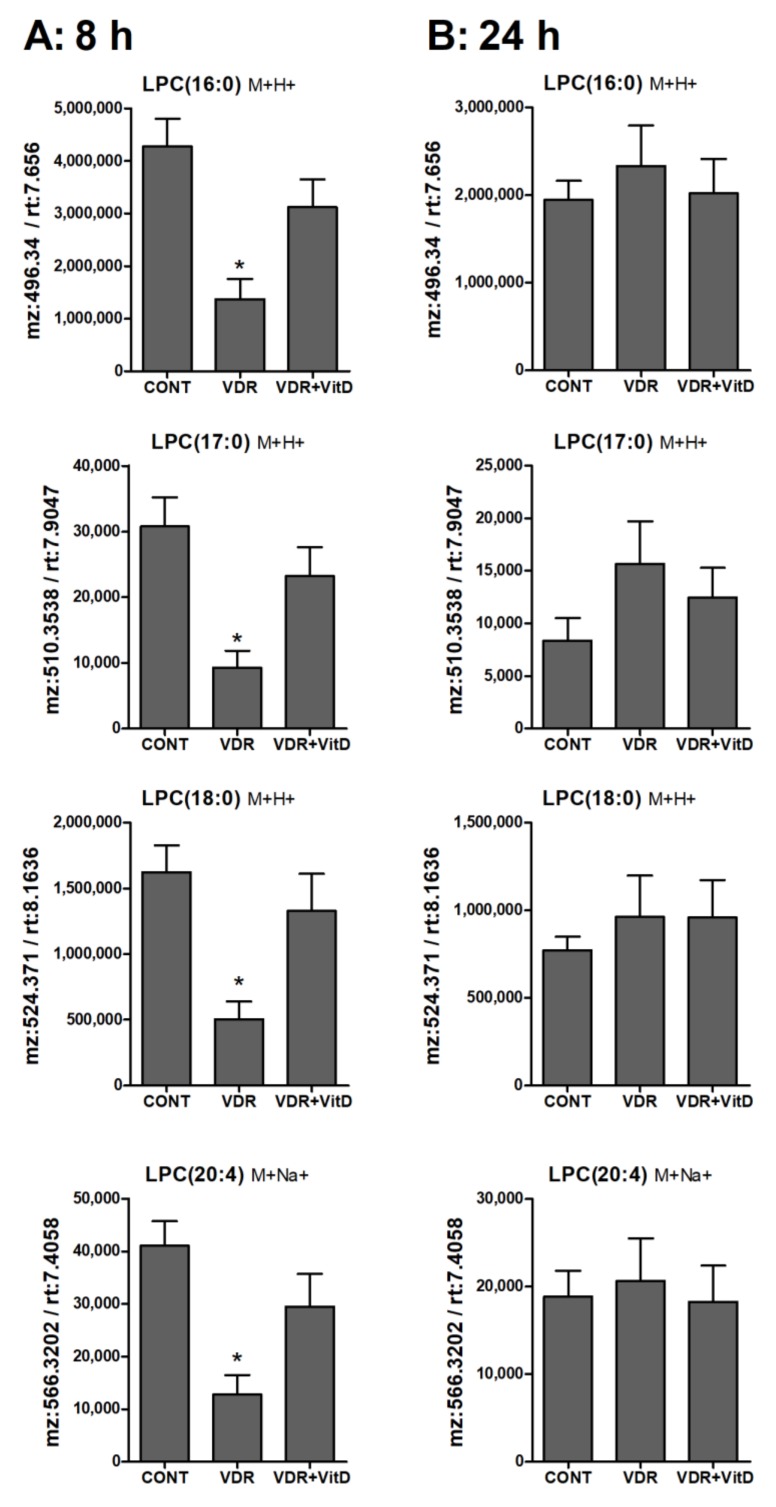
Relative intracellular levs of selected lysophosphatidylcholines in cultured human hepatocytes exposed to VitD. Upcyte hepatocytes were transfected with control Ad-C or with Ad-VDR for 48 h. Then, 10 nM VitD (VDR+VitD, *n* = 4) or vehicle (CONT, *n* = 3 and VDR, *n* = 4) were added for 8 (**A**) or 24 h (**B**). Cells were washed, and intracellular metabolites extracted and analyzed by UPLC-MS as described in Materials and Methods. *p < 0.05 VDR vs. VDR+VitD.

**Figure 8:**
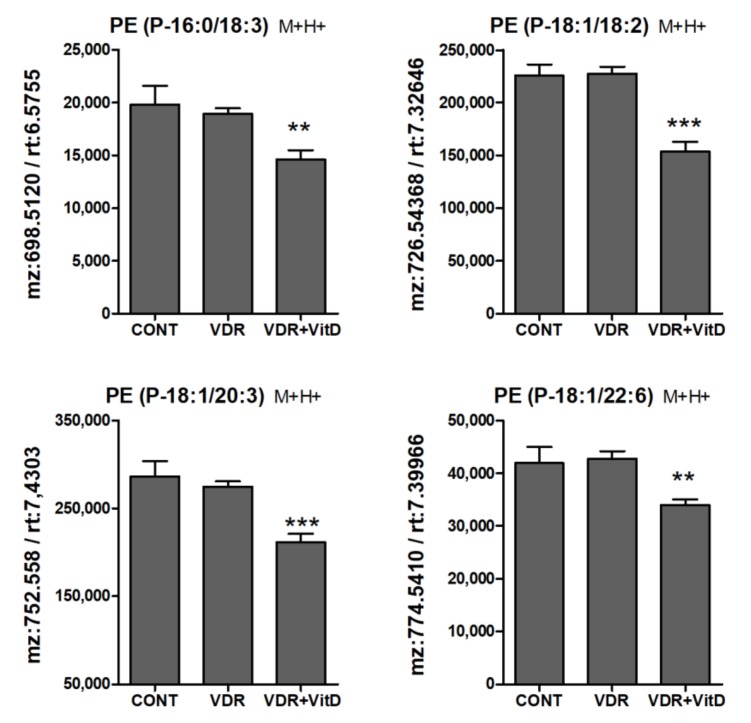
Relative intracellular levs of PE alkenyl (plasmenyl) ethers in cultured human hepatocytes exposed to VitD. Upcyte hepatocytes were transfected with a control Ad-C or with Ad-VDR for 48 h. Then, 10 nM VitD (VDR+VitD, *n* = 4) or vehicle (CONT, *n* = 3 and VDR, *n* = 4) were added for 24 h. Cells were washed, and intracellular metabolites extracted and analyzed by UPLC-MS as described in Materials and Methods. *p < 0.05, **p < 0.01 and ***p < 0.001 VDR+VitD vs. VDR.

**Figure 9:**
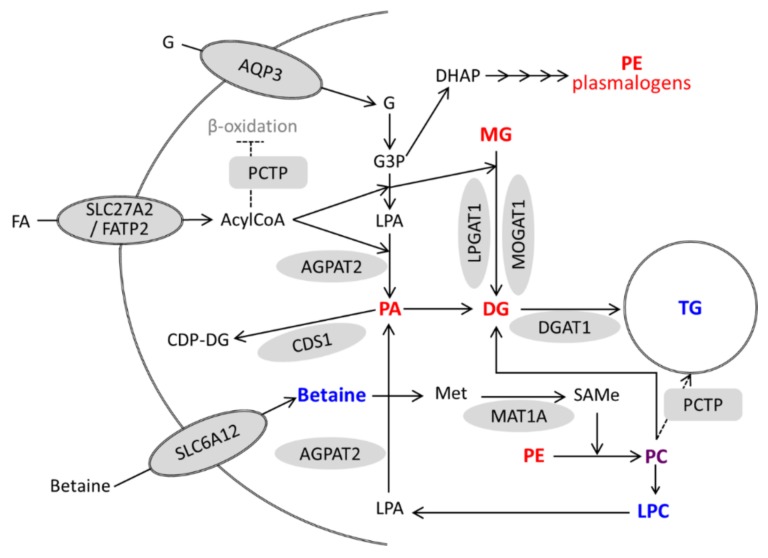
A model for the regulation of lipid metabolism in hepatocytes by activated VDR. Genes upregulated by VitD/VDR are represented by grey forms. Metabolites with increased and decreased levels after VitD are in blue and red, respectively. Phosphatidylcholine (PC) is represented in purple because some species increased and others decreased. G, glycerol; G3P, glycerol-3-phosphate; DHAP, dihydroxyacetone phosphate; FA, fatty acid; LPA, lyso-phosphatidic acid; and Met, methionine.

**Table 1:** Gene ontology (GO) terms related to lipid metabolism after GO enrichment analysis of the VitD altered genes in Ad-VDR HepG2 cells.

	GO Term	Category Level	Set Size	Candidates Contained	*p*-Value	q-Value
GO:0033993	response to lipid	BP 4	919	37 (4.0%)	0.000	0.000
GO:0008202	steroid metabolic process	BP 4	315	17 (5.4%)	0.000	0.000
GO:0045444	fat cell differentiation	BP 4	213	11 (5.2%)	0.000	0.003
GO:0008610	lipid biosynthetic process	BP 4	713	23 (3.2%)	0.000	0.003
GO:0030258	lipid modification	BP 4	299	13 (4.4%)	0.001	0.004
GO:0016125	sterol metabolic process	BP 4	158	9 (5.7%)	0.001	0.004
GO:1901654	response to ketone	BP 4	193	9 (4.7%)	0.002	0.012
GO:0006775	fat-soluble vitamin metabolic process	BP 4	42	4 (9.5%)	0.003	0.016
GO:0046486	glycerolipid metabolic process	BP 4	466	15 (3.2%)	0.004	0.018
GO:1905952	regulation of lipid localization	BP 4	136	7 (5.1%)	0.004	0.019
GO:0019216	regulation of lipid metabolic process	BP 5	387	21 (5.4%)	0.000	0.000
GO:0071396	cellular response to lipid	BP 5	608	24 (4.0%)	0.000	0.000
GO:0045598	regulation of fat cell differentiation	BP 5	121	9 (7.4%)	0.000	0.002
GO:0033189	response to vitamin A	BP 5	18	4 (22.2%)	0.000	0.002
GO:0006869	lipid transport	BP 5	342	14 (4.1%)	0.001	0.007
GO:0032368	regulation of lipid transport	BP 5	106	7 (6.6%)	0.001	0.010
GO:0060191	regulation of lipase activity	BP 5	95	6 (6.3%)	0.003	0.020
GO:0050873	brown fat cell differentiation	BP 5	41	4 (9.8%)	0.003	0.020
GO:0002933	lipid hydroxylation	BP 5	7	2 (28.6%)	0.004	0.026
GO:0045834	positive regulation of lipid metabolic process	BP 5	138	7 (5.1%)	0.004	0.026
GO:0008203	cholesterol metabolic process	BP 5	140	7 (5.0%)	0.005	0.028

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/10/3/493/s1. Figure S1: Response of CYP24A1 to VDR activation in human hepatic cells; Figure S2: Response of novel VDR-target genes to LCA; Figure S3: PCA score plots of Ad-VDR human hepatocytes after incubation with VitD or vehicle for 8 or 24 h; Figure S4: Relative intracellular levs of PCs and PEs in cultured human hepatocytes exposed to VitD; Figure S5: Relative intracellular levs of betaine and phosphatidic acids (PAs) in cultured human hepatocytes exposed to VitD; Table S1: Primers for RT-qPCR in human hepatocytes and mouse livers; Table S2: Official names and roles of the novel genes induced by activated VDR in human hepatocytes.

## Abbreviations

VDR	vitamin D receptor
VitD	vitamin D
LCA	lithocholic acid
Ad	adenovirus
HFD	high-fat diet
FDR	false discovery rate
PCA	principal component analysis
MG	monoacylglycerol
DG	diacylglycerol
TG	triglyceride
PA	phosphatidic acid
PC	phosphatidylcholine
PE	phosphatidylethanolamine
LPC	lysophosphatidylcholine
LPE	lysophosphatidylethanolamine
NAFLD	nonalcoholic fatty liver disease

How the deposited data were processed for this re-analysis (not part of the article)

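HepG2 cells were profiled in 3 groups of 3 arrays (control, VDR and VDR+VitD), and every sample was mapped to its group and its experiment from the sample labels and the paper. The authors' deposited table holds log2 values for 21448 transcript clusters of the Clariom S array, made by RMA (background correction, quantile normalization and a summary per transcript cluster) in Transcriptome Analysis Console 4.0.2 according to the submitters' processing notes, and rounded to 2 decimals. The paper's methods name RMA with a revised annotation of probes by Entrez gene, while the identifiers of the table are those of the maker of the array. The genome build is not given in the sources used here, so no coordinates are printed. The table was not filtered on variation or intensity, since dim rows are in it: the lowest value was 2.47, and the highest 18.24. Quantile normalization by the authors makes the arrays alike in their overall distribution (medians differed by 0.04), so a shift of most genes in the same direction would not be visible in these values. Values near the top of the range, such as those of VDR with Ad-VDR, can understate a change, and so can values near the background for dim genes. Microarray values give no count of molecules, and the number of arrays limits the precision.

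Symbols came from the platform annotation and were checked by Entrez identifier against the RefSeq genes of GRCh38.p14, which matched all 17709 named clusters. Of the 21448 clusters, 17709 had 1 symbol, none had several and 3739 were unnamed in the annotation used. The mean of the log2 values was taken for the 20 genes with several clusters, which left 17687 genes. DGAT1 and RPLP0 are not analysed here, since no cluster was paired with their symbols.

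Each comparison was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the group as the only factor and all 9 arrays in the fit, and p-values were adjusted by Benjamini-Hochberg over the 17687 genes. A gene was called at an adjusted p under 0.05 and a fold-change over 1.5 in either direction. Adjusted p-values printed for single genes are from this fit unless another setting is named. Gene lists were tested with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation, and with fry, each adjusted over the lists of 1 comparison. Camera asks whether the genes of a list changed more than other genes, and fry whether they changed in a direction at all, so that a few strongly changed members can pass fry alone. The paper's methods name a filter on variation and intensity without thresholds, and its Figure 1 legend a filter by interquartile range to 8000 mRNAs. No filter was the first setting for the calls, and the filter of the legend was an alternative. PCA and distances used the 8000 genes with the largest interquartile range, centred and divided by their SD. The design, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The rule names every gene that the paper names and the table measures, the 10 largest rises and 10 largest falls with VitD and the 5 largest of each with Ad-VDR alone among called genes that moved the same way in 3 of 3 experiments, and in each list up to 4 called members with the largest change or, where none was called, the member with the lowest p. Some of the listed genes were known from the paper beforehand. There were 27 lists with 437 different genes, of which 390 were measured: the genes selected by the study, established VDR targets, the parts of lipid metabolism named beside the claims, bile acid, drug, retinoid and glucose metabolism, fat cell regulators, calcium and phosphate handling, cell cycle, interferon response, inflammation, the TGF-beta and YAP response, stress, hepatocyte markers, markers of other liver cells and the reference genes of the study.

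The steps were tested on simulated data for VDR+VitD against VDR over 17687 genes, with 200 changed genes in each of 10 simulations. Of genes changed 1.5-fold 45.2% were called, of those changed 2-fold 97.9%, and of those changed 3-fold 100%, with a mean of 10.2 false calls. A mean of 0.2 genes was called in a comparison without changed genes. Noise was drawn independently for each gene and array, from a normal distribution with the spread that limma estimated for the gene. It held no effect of the experiment and no correlation between genes, so these false calls may not carry over to the real arrays.

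The samples are paired by the experiment: the labels number 3 independent experiments, each with 1 array of every group. Deviations from the group means correlated across genes with r between 0.042 and 0.145 (median 0.094) in the 9 pairs of arrays from the same experiment, and between -0.096 and 0.010 (median -0.055) in pairs from different experiments. The fit without the experiment as a block was kept as the first setting because the paper's methods name none, and the blocked fit was run as an alternative.

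The alternatives were only the compared arrays in the fit, the experiment as a block, filters on variation and on dim genes, an intensity trend in eBayes, repeated quantile normalization, centring of each array, the cluster with the highest mean in place of the mean, every cluster as a feature, limma's treat, all 6 arrays without VitD as the control, and each array left out in turn. Further thresholds were added after the counts were seen. The gene ontology enrichment of the paper was not repeated, since no gene ontology annotation was used here, and the RT-qPCR, mouse liver and lipid measurements of the paper are not analysed here.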

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

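The tests of the overlap with Ad-VDR and of the TGF-beta and YAP genes in this part, and the look at single genes beside MOGAT1, were chosen after the results were seen, and the 2 tests of MOGAT1 and those of other splits of the arrays before. The genes named first are outside those that the paper discusses and were picked as the largest changes. With VitD, CYP1A1 rose by 6.67, SERPINB9 by 5.39 and CABLES2 by 4.78 on the log2 scale against VDR cells, and KITLG, AGTR1 and ARID5B changed by -2.58, -2.41 and -2.38. With Ad-VDR alone, 71 genes besides VDR were called against control cells. Among them G6PC1 rose by 1.74, H2BC14 by 1.48 and MIXL1 by 1.41, and CCN1, ANXA3 and KRTAP3-1 changed by -2.68, -2.50 and -2.30. H2BC14 was no longer called in 5 of the 6 fits that left out 1 array of the VDR or control group (all but control replicate 1), with adjusted p between 0.107 and 0.215.

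Some genes lowered by Ad-VDR alone lay above control cells once VitD was given. Of the 54 genes lower in VDR than in control cells, 11 were called higher in VDR+VitD than in control cells (CYP24A1, CRYAA, CLDN11, RHOF, GADD45B, LOXL4, SLC16A5, PDGFA, SEMA7A, SERPINB9 and TINAGL1), while 33 were lower in both. These genes are named after their values were seen. Both comparisons use the same control arrays, and an error in these moves both differences the same way, against this pattern. With 2 control arrays for VDR and the third for VDR+VitD, the lists shared 6, 2 and 3 genes where 0.686, 0.319 and 0.479 would be shared by independent lists (one-sided exact hypergeometric test, p = 5.78e-05, 0.0398 and 0.0120, over genes that are not independent). Any such parting leaves a comparison with a single control array, whose spread is taken from the other groups, so a chance overlap stays open. In VDR cells, where these genes were lowest, 10 of the 11 still had a mean above the median of all genes, which argues against noise of dim probes for these 10, while CYP24A1 lay below it and stays open. Earlier tests of dim probes, on the genes left after a filter and on the control means, were dropped because genes picked for a fall from control and a rise with VitD tend to pass them by their choice. Leaving out 1 array gave 2 genes (control replicate 2), 3 (VDR replicate 1, VDR replicate 3 or control replicate 3), 5 (control replicate 1), 6 (VDR+VitD replicate 1 or 2), 8 (VDR replicate 2) and 9 (VDR+VitD replicate 3), while the list of lower genes itself shrank from 54 to between 20 (control replicate 2) and 50 (VDR+VitD replicate 3), so the size of the overlap rests on single arrays. A lowering of VitD target genes by VDR without its ligand may contribute and was not tested.

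MOGAT1 rose more in experiment 3 (2.25) than in experiments 1 and 2 (0.70 and 0.36), and its value in VDR+VitD replicate 3 lay 1.27 above the mean of the other 2 arrays. Of the 1000 genes nearest to MOGAT1 in mean level, 0% stood as far apart in that array, which argues against the usual noise of dim probes. The 463 other genes called higher with VitD had a median distance of -0.025 in that array, so a stronger response of the array in general is not seen either. MOGAT1 was not alone: 10 of the 463 lay at least 0.635 above the other 2 arrays, AGPAT2 (0.91) and PPARA (0.68) among them, and 11 lay as far below. Whether a few genes shared a stronger response in that array stays open, and no biological explanation was tested.

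Of 10 measured genes of the TGF-beta and YAP response, 4 (CCN2, ANKRD1, ID2 and ID1) were lower with VitD and 2 with Ad-VDR alone. With an estimated correlation, camera did not call the list for VDR+VitD against VDR (adjusted p = 0.144) but called it for VDR+VitD against control (down, adjusted p = 0.0415, and adjusted p = 2.41e-08 at the preset correlation), where 6 members were lower (CCN1, CCN2, TGFB1, ID1, ID2 and ANKRD1). CCN1 had a log2 fold change of 0.34 with VitD (adjusted p = 0.287). VDR and VDR+VitD cells received the same adenovirus, so the preparation does not differ between them. With any 1 of the 3 experiments left out, 4 members of the list were still called lower, the same 4 each time (adjusted p up to 0.0324), which argues against one deviating experiment as the source of the fall. For the 2 members lower with Ad-VDR alone (CCN1 and ANKRD1), VDR and the adenovirus preparation cannot be told apart, because each group received its own preparation. An effect of VDR, with or without VitD, may contribute and was not tested further. The activity of TGF-beta or YAP signalling was not measured, so the calls cover these genes and not the pathways.

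For VDR+VitD against the 6 arrays without VitD, the splits argue against chance without excluding it. In fits with these 2 groups, the real split called 747 genes, and it alone of 84 splits reached that number. This is the smallest share that 84 splits allow. The highest other split called 44 genes. It parted the 3 control arrays from the 6 arrays with Ad-VDR, so it follows a treatment and is no measure of chance. For VDR+VitD against VDR the real split called 687 genes and the highest other split 0, for VDR against control 49 and 0, and for VDR+VitD against control 842 and 0, but 10 splits are too few for a share under 0.05. Among the splits that put 1 array of each experiment on a side, as the real ones do, the highest other counts were also 0, 0 and 0 for these 3 comparisons. Of the 84 splits into 3 and 6 arrays, only 27 do so, the real one and that of the control arrays among them. A share over these 27 is larger than one over 84. Every split besides these 2 called at most 1 gene.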

How the results depend on the processing

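The thresholds on a fold-change over 2 or a lower adjusted p were chosen after seeing the data, and all other alternatives before. For VDR+VitD against VDR the count of 735 genes lay between 687 and 834 under 11 alternatives, was 188 with limma's treat, and lay between 622 (without VDR+VitD replicate 2) and 723 (without VDR replicate 3) with 1 array left out. It was 310 with a fold-change over 2, 294 with an adjusted p under 0.001, 301 with a fold-change over 2 and an adjusted p under 0.01, and 312 with a fold-change over 2 against all 6 arrays without VitD. For VDR against control (72) it was 140 with the experiment as a replicate block, 141 for the 8000 most variable genes, 116 without dim genes, 201 without dim and less variable genes, 142 with an intensity trend and 11 with treat, and 39, 12 and 21 under the later thresholds (fold-change over 2, adjusted p under 0.001, both over 2 and under 0.01). Fewer genes enter the adjustment under the filters, but this alone cannot give limma's adjusted p of 7.39e-186 for CYP1A1. That value came with dim and less variable genes left out, against 2.60e-11 in the first setting. A filter on variation also changes the spread that limma estimates over all genes. Counts, calls and low ends of adjusted p ranges under such filters are therefore not directly comparable. The cause was not tested for the other alternatives. With 1 array left out the count for VDR against control lay between 27 (without control replicate 2) and 62 (without VDR replicate 2). For VDR+VitD against control (851) it was 207 with treat and 352, 310 and 345 under the later thresholds, and between 732 and 802 with 1 array left out. Treat asks for a change beyond 1.5-fold, and called 5 of the 9 selected genes, 1 gene each of triglyceride synthesis and of phospholipid synthesis and transfer, and 0 of LPC metabolism and of PE ether synthesis. Against all 6 arrays without VitD, 1 gene of LPC metabolism was called, and VDR itself had a log2 fold change of 5.40, where VDR+VitD against VDR gave -0.35, because 3 of those 6 arrays had no Ad-VDR. With 1 array left out, 8 to 9 selected genes, 5 to 7 genes of triglyceride synthesis, 2 of phospholipid synthesis and transfer, 1 to 2 of LPC metabolism and 1 of PE ether synthesis were called. PC1 held 20.5% (all genes) to 49.0% (centred only) of the variance, and 24.9% to 29.6% with 1 array left out. The distance separations with 1 array left out were 15.3 to 19.2 for VDR+VitD against all others, 3.34 to 9.97 for VDR against control, 16.9 to 22.7 for VDR+VitD against VDR and 23.5 to 27.5 for VDR+VitD against control. Of 1021 values of single genes under the alternatives with all arrays, 985 kept their direction and side of the threshold, 35 lost the call (29 of them with treat), 0 gained it and 1 reversed. Of 576 with 1 array left out, 52 (of 16 genes) lost the call and 0 gained it. The experiment as a replicate block ended the call of PPARA (adjusted p = 0.0525, range 0.0025 to 1). It changed no other call of a gene named by the rule, each taken in its main comparison only. It raised the called genes of inflammation and the acute phase from 3 to 4. The alternative for values on a linear scale was not run, since the values are log2. Dim genes lie close to the background of the arrays, which limits their changes.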

Differences from the paper's values

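The paper reports 298 genes altered by VitD, and 735 were called here at its stated thresholds; none of the 18 alternatives set before the data were examined came within 1.5 times of the paper's count, with 188 to 834 genes. The paper reports 229 induced genes against 464 here, and of these alternatives limma's treat (158) came within 1.5 times and the other 17 did not. The paper reports 69 repressed genes against 271 here, and none of the 18 alternatives came within 1.5 times (30 to 326). The paper's methods name a filter on variation and intensity without thresholds, and the Figure 1 legend keeps 8000 mRNAs by interquartile range; with the 8000 genes kept that way 834 were called (508 higher and 326 lower), not within 1.5 times of any of the 3 counts either. Of 4 thresholds chosen after seeing the values, each came within 1.5 times of all 3 of the paper's counts: a fold-change over 2 gave 310 genes (243 higher and 67 lower) and drops 1 of the 9 measured genes that the paper selected (LPGAT1), an adjusted p under 0.001 gave 294 (234 and 60) and drops 3 (MOGAT1, AGPAT2 and LPGAT1), a fold-change over 2 with an adjusted p under 0.01 gave 301 (239 and 62) and drops 2 (MOGAT1 and LPGAT1), and a fold-change over 2 against all 6 arrays without VitD gave 312 (235 and 77) and drops 1 (LPGAT1).

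The RT-qPCR of the paper and the arrays differ in size for 3 of 9 genes in VDR+VitD over control cells, all higher in both. AQP3 was about 6.5-fold in Fig. 2B, read by eye, and 3.61-fold on the arrays. SLC6A12 was about 66-fold in Fig. 2B, read by eye, and 23.8-fold here. PCTP was about 3.0-fold in Fig. 2B, read by eye, and 5.59-fold here. For each of these 3 genes all 16 alternatives set before the data were examined also differ. Most of these alternatives leave the mean difference unchanged, so they could not alter this outcome. Only repeated quantile normalization and leaving out 1 array altered the folds. These then lay between 3.31 and 4.20 for AQP3, 22.5 and 25.8 for SLC6A12 and 5.43 and 5.80 for PCTP.

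The paper states that Ad-VDR alone left the transcriptome without a significant perturbation. Here 72 genes were called between VDR and control cells, VDR included, while the distance between these groups gave the smallest p that the exact permutation test allows (0.10) and the group was closer to control than VDR+VitD cells were to either. The paper states that genes of LPC metabolism were not altered. Here LPCAT4 and PLA2G12B were called lower, and 25 of 27 measured genes were not called. PLA2G12B was not called without VDR replicate 1 or 2 or VDR+VitD replicate 1 or 2 (adjusted p up to 0.137). It is in the list by its family, and whether its product makes LPC is not shown here. The paper states that genes for PE ether synthesis were not altered; of 12 measured genes of synthesis and breakdown, TMEM86B, a gene of breakdown, was called higher (log2 fold change 0.93) and 11 were not called.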

Other observations

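Genes outside lipid metabolism changed with VitD in several lists. Of 18 measured genes of bile acid synthesis and transport, NR0B2, a repressor of bile acid synthesis, rose by 1.54 and SLC51B also rose, while BAAT, which conjugates bile acids, fell by 1.57, and CYP7A1, the rate-limiting enzyme of that synthesis, had a log2 fold change of -0.28 (adjusted p = 0.417). CYP7A1 was dim, with its mean over all arrays at the 15.7 percentile of the genes. Of 18 genes of drug metabolism, CYP1A1 and CYP3A5 rose, and UGT2B7 and SULT1E1 had log2 fold changes of -0.89 and -1.74. Of 12 genes of glucose metabolism, G6PC1 rose, PPARGC1A, a coactivator of gluconeogenic genes, rose by 0.68, and SLC2A2, the glucose transporter of hepatocytes, fell by 1.36; PCK1, named after its value was seen, was also higher when adjusted over the list alone, and PPARGC1A was no longer called without VDR+VitD replicate 2 (adjusted p = 0.0509). Of 12 fat cell regulators, CEBPA rose by 2.99 and CEBPB by 1.31, and KLF5, also named afterwards, was lower when adjusted over the list alone. Against all 6 arrays without VitD, 4 of these regulators were called. KLF5 and PPARG, the latter named afterwards too, were called lower in VDR+VitD than in control cells. Of 14 genes of retinoid metabolism and response CYP26A1 rose, and of 14 of calcium and phosphate handling SLC20A1 rose.

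Of 23 cell cycle genes, CCND1 rose by 0.77 and CDKN1A fell. Of 16 genes of inflammation and the acute phase, NFKBIA rose, HAMP, which encodes hepcidin, fell by 1.35 and CXCL8 fell by 1.62, the last not without VDR+VitD replicate 1 (adjusted p = 0.0901) or replicate 3 (adjusted p = 0.0515); TNFAIP3, named afterwards, was also lower when adjusted over the list alone. Of 15 interferon response genes, OAS1 fell by 0.83 and was not called without VDR replicate 2 or 3 or VDR+VitD replicate 1 or 3 (adjusted p between 0.074 and 0.123). None of 12 genes of ER and integrated stress was called with limma (4 had an unadjusted p under 0.05; lowest p for HERPUD1, 0.42, adjusted p = 0.0599), none of 15 markers of Kupffer, stellate and endothelial cells (1 had an unadjusted p under 0.05; lowest p for VWF, -0.32, adjusted p = 0.283), and GAPDH, the measured reference gene, had 0.13 (adjusted p = 0.733). With limma's treat, 0 cell cycle genes, 0 interferon response genes and 1 gene of glucose metabolism were called. Without VDR replicate 3, 2 genes of ER and integrated stress were called. Camera called none of the lists in these 2 paragraphs that it tested, GAPDH alone being too few. Fry, which does not compare a list with other genes, called 6 of them up: bile acid synthesis and transport and drug metabolism (adjusted p = 5.36e-04 each), calcium and phosphate handling (adjusted p = 0.0077), fat cell regulators (adjusted p = 0.0161), retinoid metabolism and response (adjusted p = 0.0162) and glucose metabolism (adjusted p = 0.0192). It did not call the other 5. Of the lists that fry called up, fat cell regulators, retinoid and glucose metabolism had negative median log2 fold changes (-0.23, -0.01 and -0.06). The medians were positive for bile acids, drug metabolism and calcium and phosphate handling (0.05, 0.15 and 0.065). Counts adjusted over the list alone were the same where nothing else is said.

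A hypothesis on CYP1A1 was that the aryl hydrocarbon receptor, which controls this gene, was active in VDR+VitD cells; the test on 3 genes was set before its result was seen, and CYP1A2 and CYP1B1 were added after. Of 3 measured target genes of that receptor chosen for the test, 0 were called higher with VitD: TIPARP had a log2 fold change of -0.20 (adjusted p = 0.685), NQO1 of -0.05 (adjusted p = 0.937) and ALDH3A1 of -0.04 (adjusted p = 0.956), and AHRR was not analysed here. The choice left out CYP1A2, a further target gene, which had 0.39 against VDR cells (adjusted p = 0.290) but was called higher against control cells (0.73, adjusted p = 0.0199), and CYP1B1, which had 0.12 (adjusted p = 0.777). Against VDR cells, where CYP1A1 rose by 6.67, none of these 5 target genes was called, which argues against a general activity of this receptor as the source of that rise. CYP1A2 goes with the hypothesis in its direction. Its difference of 0.73 from control cells cannot be placed in either step. Neither the 0.34 with Ad-VDR alone (adjusted p = 0.581 from limma) nor the further 0.39 with VitD was called. A direct effect of VDR on CYP1A1 was not tested.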
